# Sequence and expression levels of circular RNAs in progenitor cell types during mouse corticogenesis

**DOI:** 10.26508/lsa.201900354

**Published:** 2019-03-29

**Authors:** Martina Dori, Leila Haj Abdullah Alieh, Daniel Cavalli, Simone Massalini, Mathias Lesche, Andreas Dahl, Federico Calegari

## Abstract

Circular (circ) RNAs have recently emerged as a novel class of transcripts whose identification and function remain elusive. Among many tissues and species, the mammalian brain is the organ in which circRNAs are more abundant and first evidence of their functional significance started to emerge. Yet, even within this well-studied organ, annotation of circRNAs remains fragmentary, their sequence is unknown, and their expression in specific cell types was never investigated. Overcoming these limitations, here we provide the first comprehensive identification of circRNAs and assessment of their expression patterns in proliferating neural stem cells, neurogenic progenitors, and newborn neurons of the developing mouse cortex. Extending the current knowledge about the diversity of this class of transcripts by the identification of nearly 4,000 new circRNAs, our study is the first to provide the full sequence information and expression patterns of circRNAs in cell types representing the lineage of neurogenic commitment. We further exploited our data by evaluating the coding potential, evolutionary conservation, and biogenesis of circRNAs that we found to arise from a specific subclass of linear mRNAs. Our study provides the arising field of circRNA biology with a powerful new resource to address the complexity and potential biological significance of this new class of transcripts.

## Abstract (precis)

This study identifies circular RNAs (circRNAs) in specific cell types of the developing mammalian cortex. This resource addresses the complexity and potential significance of this elusive class of transcripts.

## Introduction

In the last few decades, the field of RNA biology has witnessed impressive developments. Fuelled by new sequencing technologies, these included the comprehensive annotation of micro- and long noncoding (lnc) RNAs in various organisms and tissues, the characterization of RNA modifications and the new field of *epitranscriptomic* and the discovery of an entirely new class of noncoding RNAs: circular (circ) RNAs (Kosik, 2013).

CircRNAs are transcripts whose 3′ and 5′ ends are covalently linked in a nonlinear manner resulting in a so-called backsplice junction (Lasda & Parker, 2014; Vicens & Westhof, 2014). The lack of a 3′ poly(A) tail and 5′ capping provides this class of RNAs resistance to exonuclease activity and, thus, an average longer half-live as compared with linear RNAs (Suzuki et al, 2006; Vincent & Deutscher, 2006; Jeck et al, 2013). Transcripts with these characteristics have long been known, but until recently, circRNAs were primarily found in viruses (Kos et al, 1986), and although some reports indicated their origin also from eukaryotic genomes (Nigro et al, 1991; Capel et al, 1993; Zaphiropoulos, 1996), these were still considered a rarity or a byproduct of splicing with no specific function. This view was completely changed very recently after the identification of thousands of circRNAs, including some with regulatory functions during brain development (Salzman et al, 2012; Hansen et al, 2013; Jeck et al, 2013; Memczak et al, 2013; Piwecka et al, 2017).

Despite their abundance, predicting circRNAs remains burdensome and typically relies on bioinformatic tools identifying sequences across backsplice junctions from RNA sequencing data obtained upon depletion of ribosomal RNA (Szabo & Salzman, 2016). Although this has resulted in the prediction of thousands of potential circRNAs in cell lines or whole organs of many species (Salzman et al, 2012; Jeck et al, 2013; Memczak et al, 2013; Westholm et al, 2014; Filippenkov et al, 2015; Jakobi et al, 2016; Kristensen et al, 2018), this approach based on ribosomal RNA depletion has the critical limitation that reads that do not map on a backsplice junction cannot be assigned to a circular, as opposed to a linear, transcript, resulting in the exclusion of the overwhelming majority of the sequencing data. In turn, this makes it impossible to reliably reconstruct neither the full sequence nor the expression level of large pools of circRNAs. Overcoming these limitations, the use of the exonuclease RNase R triggers the digestion of linear RNAs, thereby allowing the isolation of circRNAs (Suzuki et al, 2006). To date, this strategy was applied to a few cell lines or whole organs (Jeck et al, 2013; Ashwal-Fluss et al, 2014; Bachmayr-Heyda et al, 2015; Jakobi et al, 2016; Yang et al, 2017), but the expression patterns of circRNAs in specific cell types in physiological conditions is not known, and a comprehensive reconstruction of their sequence is yet to be reported.

In addition to a poor classification, barely a handful of circRNAs have been suggested to be functionally relevant. For example, and beside their use as biomarkers in various diseases from cancer to diabetes (Bahn et al, 2015; Memczak et al, 2015; Abu & Jamal, 2016; Kulcheski et al, 2016), a study concluded that at least some circRNA, such as circ-ZNF609, may retain coding potential (Legnini et al, 2017). In addition, Drosophila’s circMbl was found to interact with MBL protein resulting from the linear form of the same transcript (Ashwal-Fluss et al, 2014). Finally, and perhaps as the only circRNA-mediated molecular mechanism underlying a specific cellular effect, Cdr1as/ciRS-7 was shown to act as a sponge for miR-7 during development (Hansen et al, 2013; Memczak et al, 2013), and its depletion altered synaptic transmission in adulthood (Piwecka et al, 2017).

From these and other studies, it emerged that the mammalian brain is the organ most enriched in circRNAs (Rybak-Wolf et al, 2015; Veno et al, 2015). Hence, given the scarce knowledge about circRNA function and lack of studies reporting their sequence and expression in specific cell types, we here decided to exploit a double reporter mouse line previously characterized by our group and allowing the isolation of proliferating neural stem cells, neurogenic progenitors, and newborn neurons based on the combinatorial expression of RFP and GFP, respectively (Aprea et al, 2013).

Specifically, during cortical development, proliferative progenitors (PPs) progressively switch from divisions that expand their population to divisions that generate more committed, differentiative progenitors (DPs), which in turn are consumed to generate newborn neurons (N) (Lui et al, 2011; Taverna et al, 2014). Hence, to identify the three coexisting subpopulations of PP, DP, and N during mouse corticogenesis, our group has generated a double reporter mouse line expressing (i) RFP under the control of the *Btg2* promoter and identifying the switch of PP to DP and (ii) GFP under the control of the *Tubb3* promoter as a marker of newborn N (Aprea et al, 2013). Validating this approach, the combinatorial expression of the two reporters allowed the isolation of PP (RFP−/GFP−) from DP (RFP+/GFP−) and N (GFP+, irrespective of RFP) and identification and validation of transcription factors, lncRNAs, and epigenetic modifications functionally involved in neurogenic commitment (Aprea et al, 2013, 2015; Artegiani et al, 2015; Noack et al, 2019). Hence, we here decided to further exploit this mouse line and provide the arising field of circRNA biology with the first resource identifying circRNAs sequence and expression patterns in specific cell types of the developing mammalian cortex.

## Results

### Comprehensive identification of cell type–specific circRNAs of the mouse cortex

To identify cell type–specific circRNAs, we FAC-sorted PP, DP, and N, each in three biological replicates, from the mouse cortex at embryonic day (E) 14.5 as previously described (Aprea et al, 2013). Total RNA was then treated with RNase R to degrade linear RNAs, which we found to be very efficient in reducing the levels of linear transcript down to undetectable levels even among those with the highest expression levels and most stable predicted secondary structure (Fig S1A). This was then followed by 150-bp single-end, strand-specific, high-throughput sequencing. 

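The deposited table holds, for each of 3 libraries of PP, 3 of DP and 3 of N from the E14.5 cortex, the number of reads that the authors counted on 5281 circRNAs, without normalization. The authors predicted circRNAs with find_circ from reads that gsnap had not aligned to mm9, and counted reads with featureCounts on the features that had passed their threshold of expression, summing the features of each circRNA. The counts therefore include every read on those features and are not limited to reads across the backsplice junction. Total counts were between 2962787 and 3959379 per library in PP (median 3705089), between 6569620 and 8015311 in DP (median 6743573) and between 5772646 and 6759985 in N (median 5859700). A single entry, CiCo_mm9_circ_004999, which spans 147071081 to 147097815 on the plus strand of chromosome 5 within Cdk8, took 61.5% ± 6.89 (SD, n = 3) of the counts in PP, 67.3% ± 4.18 in DP and 78.1% ± 7.86 in N. A cluster of 26 entries on chromosome 17, between 39979944 and 39985671, took another 34.7% ± 5.51 in PP, 28.8% ± 4.45 in DP and 18.5% ± 6.33 in N. Whether the counts of these entries come from circRNAs was not established. Ribosomal RNA is a candidate source for 18 entries of the cluster, and on weaker grounds for the entry within Cdk8. All other circRNAs together held 3.77% ± 1.38 of the counts in PP, 3.94% ± 0.475 in DP and 3.31% ± 1.57 in N. This left between 83572 counts (PP replicate 3) and 287983 counts (N replicate 2) per library for 5254 circRNAs. The median count of a circRNA ranged from 6 in N replicate 1 to 27 in DP replicate 1, and 1262 circRNAs had at least 10 counts in every library. PP replicate 3 and N replicate 1, which had the fewest counts outside these entries within their cell types, also ranked the circRNAs least like their replicates. Spearman's rho across circRNAs was 0.631 and 0.645 for PP replicate 3 against 0.907 between the other PP replicates. It was 0.758 and 0.810 for N replicate 1 against 0.940 between the other N replicates, and these are relations across circRNAs, which are not independent.

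**Figure D1:**
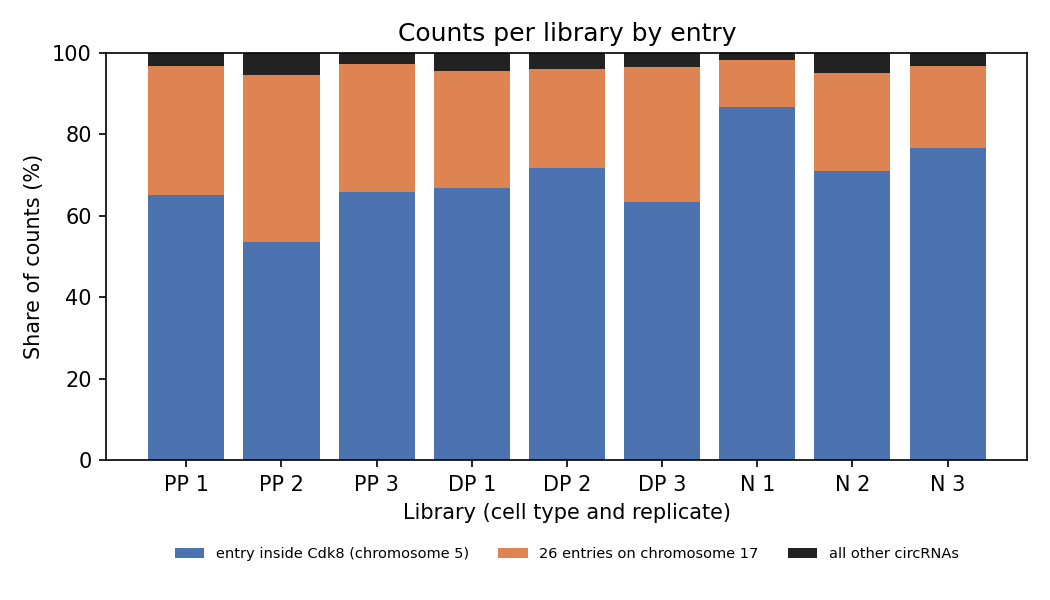
Share of the counts of each library (%, vertical axis) on the entry within Cdk8, on the 26 entries of chromosome 17 and on all other circRNAs, for the 9 libraries (horizontal axis, cell type and replicate). All other circRNAs hold between 1.78% (N replicate 1) and 5.35% (PP replicate 2) of the counts.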

The reads were then aligned to the reference mouse genome (mm9) and unmapped reads used to identify the circularizing, backsplice junctions predictive of putative circRNAs (Fig S1B).

**Figure S1.**
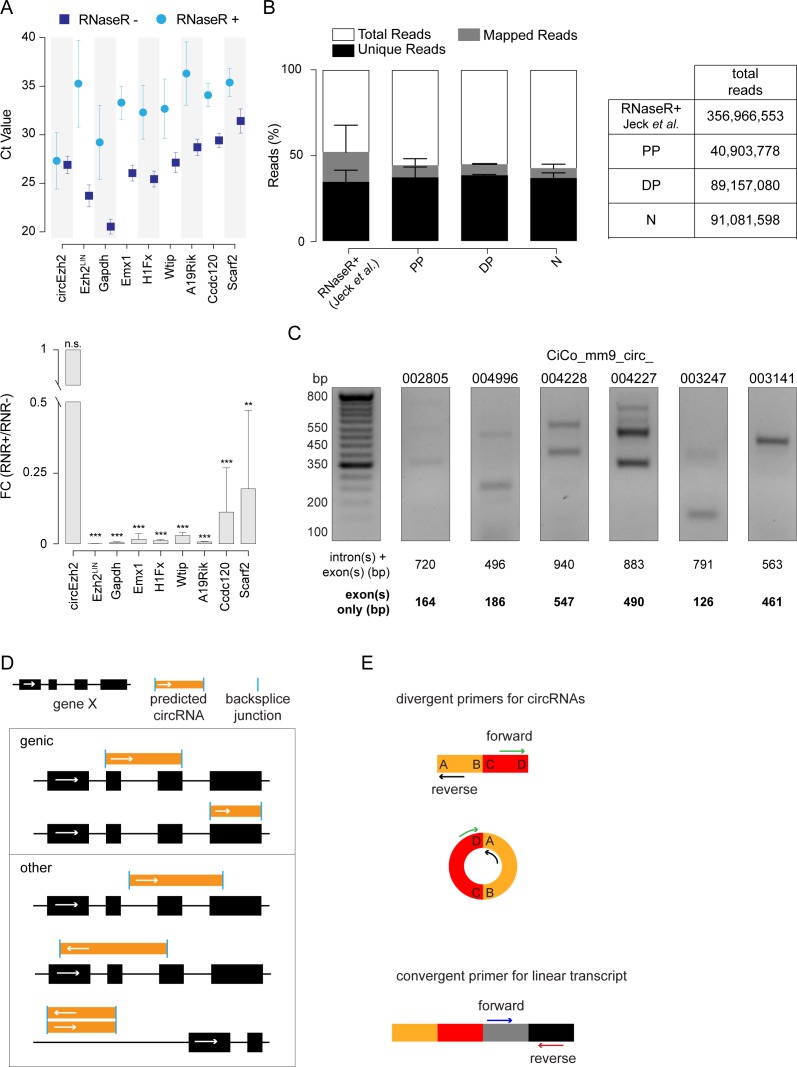
Related to Fig 1. **(A)** Validation of RNase R treatment on highly stable expressed transcript. Graphs represent the cycle threshold values (Ct; top) or calculated FC (bottom) upon quantitative real-time PCR of total RNA from E14.5 mouse cortex, with or without prior RNase R treatment (as indicated). For linear transcripts, regular primers were designed, whereas divergent primers were used for circEzh2. N = 3, n = 3; bars = SDs (*P < 0.05; **P < 0.01; ***P < 0.001; *t* test). **(B)** Sequencing quality was assessed by comparing the overall statistics (left) with the only other study using RNase R treatment before sequencing (Jeck et al, 2013). Total number of reads for each sample is reported (right). **(C)** DNA gel electrophoresis upon PCR amplification of 10 circRNAs predicted to include introns. Divergent primers were designed to include also the intronic sequence. Full-length gel is available in Fig S2. **(D)** Expressed circRNAs were identified as genic when overlapping in the sense strand of genes and the start/end base of the circRNA coincided with the start/end base of an annotated exon (top). If genic, but with start/end base falling within and intron or exon, we grouped the circular with the antisense and intergenic ones and generically termed them as other (bottom, top to bottom, respectively). **(E)** Primer designing strategy. Divergent primers were designed for specific detection of the circular-specific backsplice junction (top), whereas convergent, regular primer pairs were used to identify linear, non-circularized, mRNA (bottom).

As a first step to assess the sequence of circRNAs and their expression in cortical cell types, we collected their genomic coordinates putting together all replicates of PP, DP, and N and obtaining an initial set of 6,033 putative circRNAs (Fig 1A). Then, according to their genomic locations, we selected genic transcripts whose start and end sites coincided with the annotated start and end site of an exon and separated them from the remaining transcripts that included genic transcripts with ends not coinciding with exons, antisense or intergenic ones (Fig S1D). Within the former, we separated sequences belonging to introns from exons, whereas the latter were considered as a single exon. Finally, we calculated the relative reads per kilo base per million (RPKM) value of each intron and exon (Fig 1A and see the Materials and Methods section).

**Figure 1.**
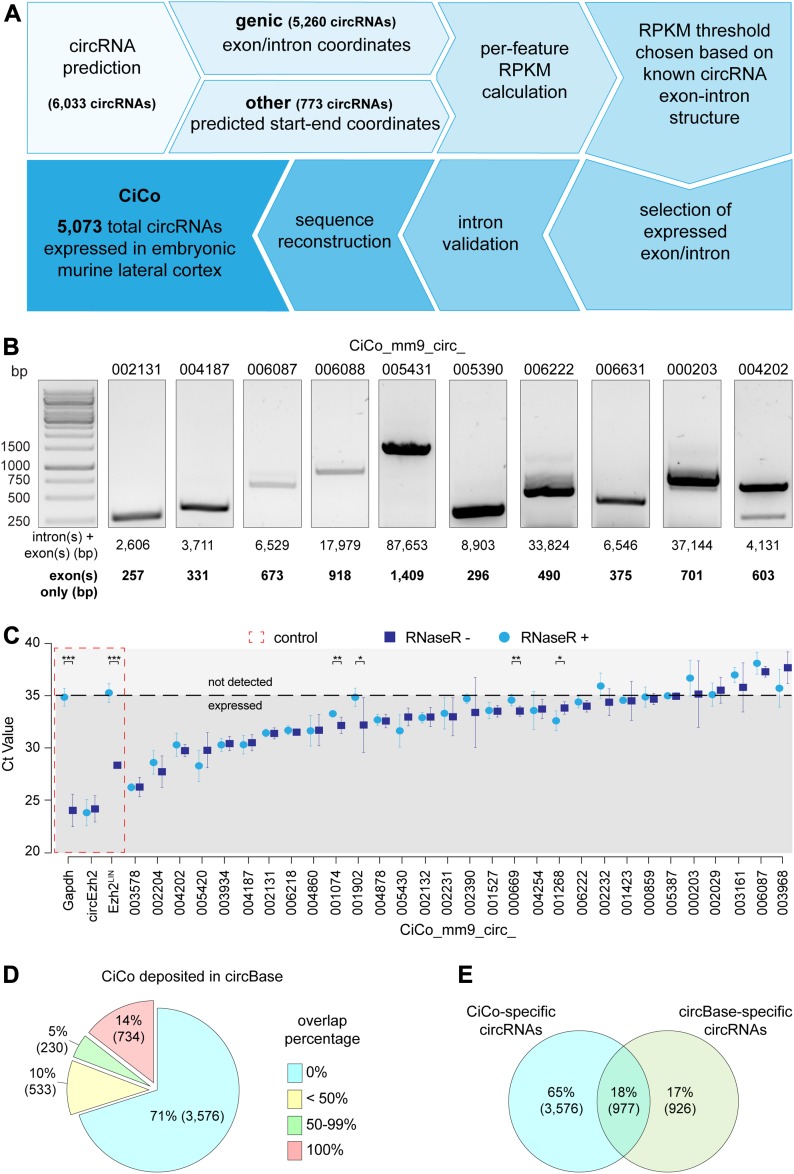
circRNA prediction, sequence determination, and validation. **(A)** Strategy for the identification of circRNAs and determination of their sequence and expression in cortical cell types. **(B)** DNA gel electrophoresis upon PCR amplification of 10 circRNAs identified as in (A). Full gels are available in Fig S2. Note the detection of bands with a molecular weight consistent with the expected exonic, but not intronic, regions. **(C)** Graph representing the cycle threshold (Ct) values upon RT-PCR of total RNA from the E14.5 mouse cortex, with or without a prior treatment with RNase R (as indicated) and using divergent primers for 30 predicted circRNAs together with linear and circular controls (red dashed line). Dashed black line indicates the Ct threshold of detection. N = 2, n = 3; bars = SDs (*P < 0.05; **P < 0.01; ***P < 0.001; *t* test). **(D, E)** Distribution of CiCo’s entries overlapping circRNAs deposited in circBase and (E) Venn diagram representing the proportion of circBase- and CiCo-specific circRNAs as well as common ones.

**Figure S2.**
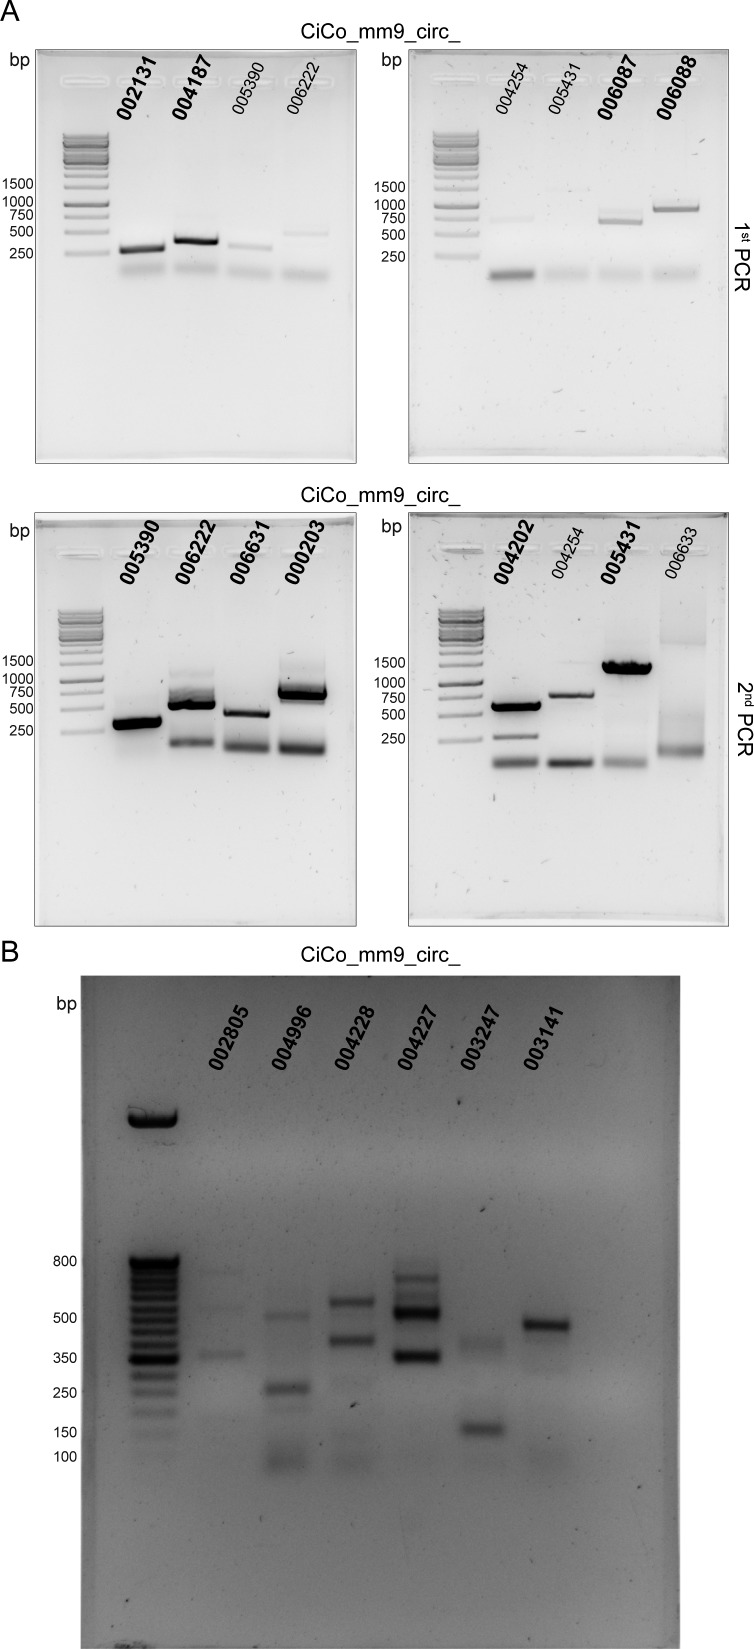
Full-length gel with PCR products. Bold circRNA IDs represent the original panel for each circRNA, whereas small-sized IDs are either for circRNA for which a second PCR was necessary to obtain enough material for cloning or unspecific product (determined after sequencing of the cloned PCR product). **(A)** Gel shown in Fig 1B. **(B)** Gel shown in Fig S1C.

Given the need to establish an unbiased minimum threshold of RPKM to define “*expression*,” we next selected 10 predicted genic circRNAs from our dataset, including six that were not described by previous studies. We then cloned and sequenced these circRNAs from RNase R–treated lysates from the E14.5 mouse lateral cortex and found that in all cases, the predicted exon(s) (2–15 for each circRNA; 45 in total) were included in their sequence, whereas not a single intron (35 in total) could be detected (Fig 1B). Hence, we chose the highest RPKM value previously calculated among these predicted, but not detected, introns as a minimum threshold to define expression (RPKM > 3.5). As a result, this allowed us to redefine among the original list of 6,033 putative circRNAs the 5,073 fulfilling our criteria for expression (Supplemental Data 1). Furthermore, we selected form this list six genic circRNAs for which introns were predicted as part of their sequence and designed divergent primers to validate their existence. 

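The count table lists 5281 circRNAs, each with at least 1 count in some library. Of these entries, 13 share their coordinates and all counts with another entry, and all were kept. The CiCo sheet of Supplemental Data 1 was used here for its first 1996 circRNAs, all of which are in the table. Identifiers follow the order of chromosomes, so this part leaves out whole chromosomes and is not a random sample of the circRNAs. Within the same range of identifiers the table has 2074 circRNAs, so that 78 of them have counts but no line in the sheet. The counted length equals the length in the sheet plus 1 base per exon for 1617 circRNAs (81.0%) and is greater for the other 379. At least 1 count in all 3 replicates was found for 4826 circRNAs in PP, 5186 in DP and 4672 in N, and 4345 circRNAs had at least 1 count in all 9 libraries. Counts were scaled to CPM with effective library sizes from edgeR's TMM method. Of the 10 circRNAs shown as cloned in Fig 1B (Table S1 lists cloning primers for others too), CiCo_mm9_circ_004202 of Anp32e (chromosome 3, 95737832 to 95741962, plus strand) was the most abundant, with 35.2 CPM ± 13.9 (SD, n = 9 libraries of the 3 cell types). The least abundant, CiCo_mm9_circ_006631 of Zc3h12c (chromosome 9, 51928262 to 51934807, minus strand), had 1.82 CPM ± 0.963 and between 1 and 28 counts per library.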

Again, while confirming the presence of exons in these circRNAs, we were unable to confirm intronic sequences (Fig S1C), leading us to conclude that the genic circRNAs in our list are primarily exonic and that reads mapping on intronic locations may derive from lariats. As a result, we decided to exclude intronic sequences from any subsequent analyses (these sequences were, however, left in the list of expressed features provided in Supplemental Data 1).

Supplemental Data 1. **Expressed feature**. Tab-delimited file containing exon/intron coordinates, the custom circID assigned and the type of feature expressed (exon or intron) as well as the average RPKM for each cell population. **CiCo (Ci**rcular RNA from lateral **Co**rtex). The first six columns are in BED format. In addition, the overlapped gene name (or "Intergenic"), the relative ENSEMBL gene ID and the number of exon included (in case of genic circRNAs; for antisense and for genic with unusual start/end point no exon is indicated) are reported. In the last two columns are recorded the circBase ID (if there is a correspondence) and the minimum level of overlap between the circRNAs.** miRNA seed prediction**. Tab-delimited file containing the total number of seeds predicted, the relative miRNA, the circRNA ID on which the seed was predicted and the length of the circRNA.

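CPM values were divided by the counted length in kilobases to give RPKM, and averaged over replicates and then over the 3 cell types. Ranked in this way among the circRNAs of the table, 13 of the 30 circRNAs that were chosen for RT-PCR lie in the bottom 30% and 4 in the bottom 10%. Ranked by CPM, without the division by length, 7 lie in the bottom 30%. The most abundant of the 30 in CPM was CiCo_mm9_circ_005387 of Ptprz1 (chromosome 6, 22949200 to 22966230, plus strand), with 50.3 CPM ± 26.1 (SD, n = 9 libraries). Its counted length of 8313 bases is more than the shorter size expected in Table S1, so its counts may include sequence outside the circRNA. The least abundant was CiCo_mm9_circ_001527 of Ptpn21 (chromosome 12, 99920729 to 99921825, minus strand), with 0.597 CPM ± 0.482 and between 0 and 10 counts per library. Counts this low leave the order of the rarest circRNAs uncertain.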

Next, as a validation of our approach, we selected 30 circRNAs among this list of 5,073, including nine belonging to the bottom 30% and four to the bottom 10% in expression levels. Subsequent real time PCRs (RT-PCRs) were performed from the E14.5 mouse cortex, with or without RNase R treatment, using either divergent primers spanning over the backsplice junctions (Fig S1E) or convergent primers for two linear transcripts used as internal negative control of the enzymatic treatment (GAPDH and Ezh2_linear). This confirmed the presence of the vast majority (80%) of the selected circRNAs (Fig 1C). Importantly, failure to detect some circRNAs was independent from their predicted expression levels pointing out more a suboptimal choice of primers than false positives in our analysis. 

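Classed by the panel with RNase R of Fig 1C, 24 of the 30 circRNAs were detected and 6 were not. The circRNAs that were not detected derive from Abcd2, Kif26b, Ctnnd2, Tmem2, Adamts18 and Pde5a. In the sequencing data the log2(CPM + 1) of the detected circRNAs was 2.48 ± 1.30 (SD, n = 24) and that of the others 2.45 ± 1.23 (SD, n = 6). The difference of 0.02 is far smaller than the spread in either group (exact permutation test, two-sided, p = 0.995). Its sign changed with the scale, and with detection classed by the panel without RNase R, the alternative that moved it most below zero, it was -0.12 (exact permutation test, two-sided, p = 0.814). CiCo_mm9_circ_002029 of Ctnnd2 (chromosome 15, 30548977 to 30577079, plus strand) lay close to the threshold of detection in Fig 1C and was classed as not detected, and had 23.5 CPM ± 11.2 (SD, n = 9 libraries), more than 95.6% of circRNAs. CiCo_mm9_circ_003968 of Pde5a (chromosome 3, 122497178 to 122520985, plus strand), the least abundant of those not detected, had 1.34 CPM ± 0.827. Of the circRNAs in the bottom 30% by RPKM, 2 were not detected, and of those in the bottom 10% all were detected. CiCo_mm9_circ_000203 of Kif26b and CiCo_mm9_circ_006087 of Adamts18, which were not detected, are also among the circRNAs that the paper cloned and sequenced with other primers (Fig 1B and Table S1). A difference in expression was not detectable with 6 circRNAs in one group. From the lack of a relation with expression, the paper reasons that the choice of primers, more than false positives, accounts for the failures.

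**Figure D2:**
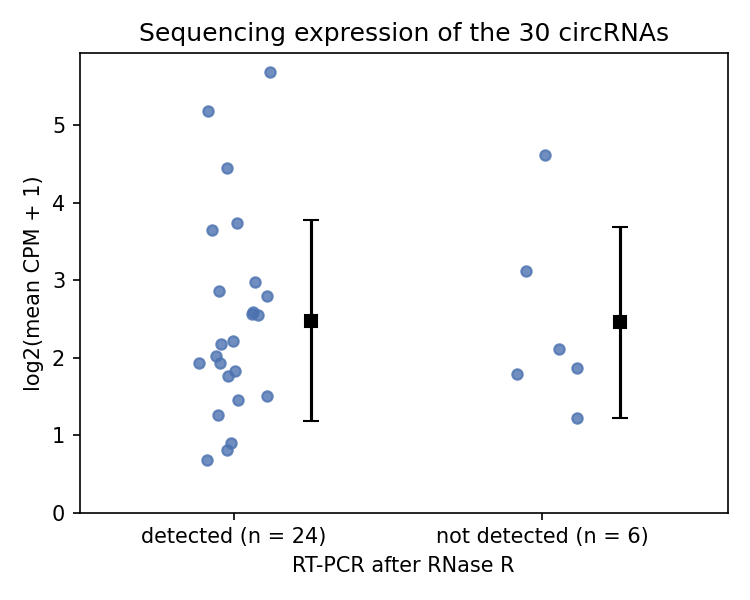
Expression in the sequencing data (log2 of mean CPM over 9 libraries plus 1, vertical axis) of the 30 circRNAs by their detection in RT-PCR after RNase R treatment (horizontal axis). Each point is a circRNA and squares with bars are the mean and SD, which are 2.48 ± 1.30 for the 24 detected and 2.45 ± 1.23 for the 6 not detected.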

From here, we then reconstructed the comprehensive list, sequence, and expression levels of the 5,073 circRNAs detected in PP, DP, and N and representing the neurogenic lineage during corticogenesis that we named **CiCo** for **Ci**rcRNAs of the mouse **Co**rtex (Fig 1A and Supplemental Data 1).

We next compared CiCo with the most complete resource of circRNAs available: circBase (Glazar et al, 2014). In particular, because of the stage- and tissue-specific expression of circRNAs, we selected from circBase murine circRNAs predicted from whole embryos and brains. 

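Among the 1996 circRNAs of the CiCo sheet that were used here, 1401 (70.2%) have no circBase entry and 595 have one. The sheet gives a minimum overlap of 100% for 287 of these, 75% for 31, 50% for 65 and less for 212. The circRNAs without an entry were less abundant, with a log2(CPM + 1) of 2.24 ± 1.29 (SD, n = 1401 circRNAs) against 2.80 ± 2.02 (SD, n = 595) with an entry (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest they can give). The circRNAs of the sheet include entries of the chromosome 17 cluster with its very high counts, which were not left out here. How far the difference rests on them was not tested. The permutation test treats circRNAs as independent, although circRNAs of a gene can share reads. Of the circRNAs without an entry, 1130 (80.7%) had at least 1 count in every library.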

Considering total or partial overlaps, down to the single nucleotide, as known circRNAs we found that our dataset extended this list by nearly three-fold adding to the ∼1,900 transcripts of circBase ∼3,700 new circRNAs of CiCo (Fig 1D) for a total of ∼5,000 unique circRNAs (Fig 1E). As previously shown in the case of lncRNAs (Aprea et al, 2013, 2015), this high rate of novel circRNAs found in our study relative to previous reports highlights the power of cell type–specific analyses, allowing the identification of transcripts enriched in specific cell populations and being diluted out when considering bulk tissues or whole organs. In turn, this suggests a new layer of complexity in circRNA biology as these appeared to be not only stage- and tissue specific but also within the same developmental stage and tissue, to retain highly specific expression in individual cell types, which we sought to dissect next.

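For the circRNAs of the CiCo sheet with enough counts to be tested, 290 of 1158 without a circBase entry (25.04%) and 96 of 530 with one (18.1%) differed between cell types at an adjusted p under 0.05 in edgeR's quasi-likelihood test (Fisher's exact test, two-sided, p = 0.00177). Over 5 classes of equal size by expression, the odds ratio combined by the Mantel-Haenszel method was 1.65. It was 2.15 in the class of highest expression (Fisher's exact test, two-sided, p = 0.00351, adjusted over the 5 classes 0.0175) and 1.04 in the second lowest (Fisher's exact test, two-sided, p = 1). The filter of at least 10 counts in every library moved the difference between these shares without and with an entry most, to 14.3 percentage points (20.7% against 6.44%, Fisher's exact test, two-sided, p = 9.98e-06). When only a 100% overlap was taken as an entry, the difference fell from 6.93 to 1.43 percentage points (Fisher's exact test, two-sided, p = 0.685). With the replicate number as a block the difference was 6.64 percentage points (Fisher's exact test, two-sided, p = 0.00127). All these tests treat circRNAs as independent. Since circRNAs of a gene can share reads, the p-values can overstate the evidence. A count in a single cell type was rare. Of all circRNAs of the table, 5169 (97.9%) had a count in all 3 cell types and 3 had counts in only 1, with at most 5 counts in total, which is too few to tell absence from low depth. These, singled out after their values were seen, are CiCo_mm9_circ_003584 of Bcas1, CiCo_mm9_circ_006057 of Sntb2 and CiCo_mm9_circ_006417 of Cpne4. The share with a count in all 3 cell types was 98.1% for circRNAs without a circBase entry and 98.7% for those with one. The circRNAs of the table had passed the authors' threshold, and 1 read anywhere on their features gives a count. High shares were therefore likely from the start, and they do not measure how specific expression is to a cell type.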

### General features and differential expression of CiCo

Previous studies reported that ∼80% of the predicted circRNAs overlap in the sense strand with genes (Jeck et al, 2013; Memczak et al, 2013; Salzman et al, 2012). 

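Set against the gene annotation of mm9 in GENCODE vM1, 5099 of the 5281 circRNAs of the table (96.6%) lie in the sense of a gene and start and end at annotated exon ends. Another 120 overlap a gene in sense with other ends, 20 lie antisense to a gene and 42 between genes. The circRNAs in sense derive from 2760 genes, and for 99.4% of them the gene is protein coding. In the CiCo sheet, 1941 of the circRNAs used here (97.2%) are listed as genic and 55 are not. The log2(CPM + 1) was 2.31 ± 1.20 (SD, n = 1941) for the former and 5.58 ± 5.29 (SD, n = 55) for the others (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest they can give). This order rests on the cluster of chromosome 17 with its very high counts. Without that cluster and the entry within Cdk8, an alternative chosen after the data had been seen, the others had a value of 1.72 ± 1.15 (SD, n = 31) against 2.30 ± 1.13 (SD, n = 1939), a difference of -0.58 (permutation test, two-sided, p = 0.00545). The permutation tests treat circRNAs as independent, although overlapping circRNAs can share reads.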

In our dataset, 97% of the expressed sequences overlapped genes with the remaining 3%, including either antisense or intergenic circRNAs (Fig 2A). This seemed in contrast with the similar proportion of sense and antisense transcripts among lncRNAs (Aprea & Calegari, 2015), which can be explained by the overall lower expression of this class of transcripts biasing against the detection of circRNAs derived from them. 

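The counted length of the 5281 circRNAs had a median of 467 bases, with quartiles of 299 and 783 bases. It was under 1 kb for 83.6% of them (95% Wilson interval 82.6 to 84.6%) and at least 250 but under 500 bases for 38.2% (36.9 to 39.5%). By the length given in the CiCo sheet, 89.8% of 1996 circRNAs were under 1 kb (88.4 to 91.1%). In the sheet, genic circRNAs had 3.61 ± 2.51 exons (SD, n = 1941 circRNAs) with a median of 3, and 50.1% had 2 or 3 exons. With the 55 circRNAs not listed as genic, for each of which the sheet lists 1 exon, the mean was 3.54 ± 2.51 (SD, n = 1996), the median 3 and the share with 2 or 3 exons 48.7%. The genic set was chosen for exon number after these values had been seen. Among circRNAs with at least 10 counts in every library, 60.2% were under 1 kb by counted length.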

Regarding length distribution and exon density, we found that most circRNAs (90%) were less than 1 kb long, primarily 250–500 bp, and including on average 2–3 exons (Fig 2B). As expected, a linear correlation was found between the length of circRNAs and the number of exons that they included, with no specific bias in their distribution across or within chromosomes (data not shown).

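Across the 1941 genic circRNAs of the CiCo sheet, length and exon number were related with Pearson's r of 0.504 and Spearman's rho of 0.727 (permutation tests with 100000 resamples, two-sided, p = 1e-05 for each, the smallest they can give). These are relations across circRNAs, many of which share exons and are not independent. A straight line fitted by least squares rose by 112 bases per exon. For the 1897 circRNAs with at most 10 exons, Pearson's r was 0.382. The number of circRNAs per chromosome followed the number of protein coding genes over 21 chromosomes, with Pearson's r of 0.816 and Spearman's rho of 0.848 (permutation tests, two-sided, p = 1e-05 for each, the smallest they can give). Without the 2 chromosomes farthest from the median in gene number, Pearson's r was 0.829. Relative to protein coding genes, the number of circRNAs ranged from 11.6 per 100.0 genes on the X chromosome to 41.2 on chromosome 18, and the lowest of the autosomes was 15.1 on chromosome 7.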

**Figure 2.**
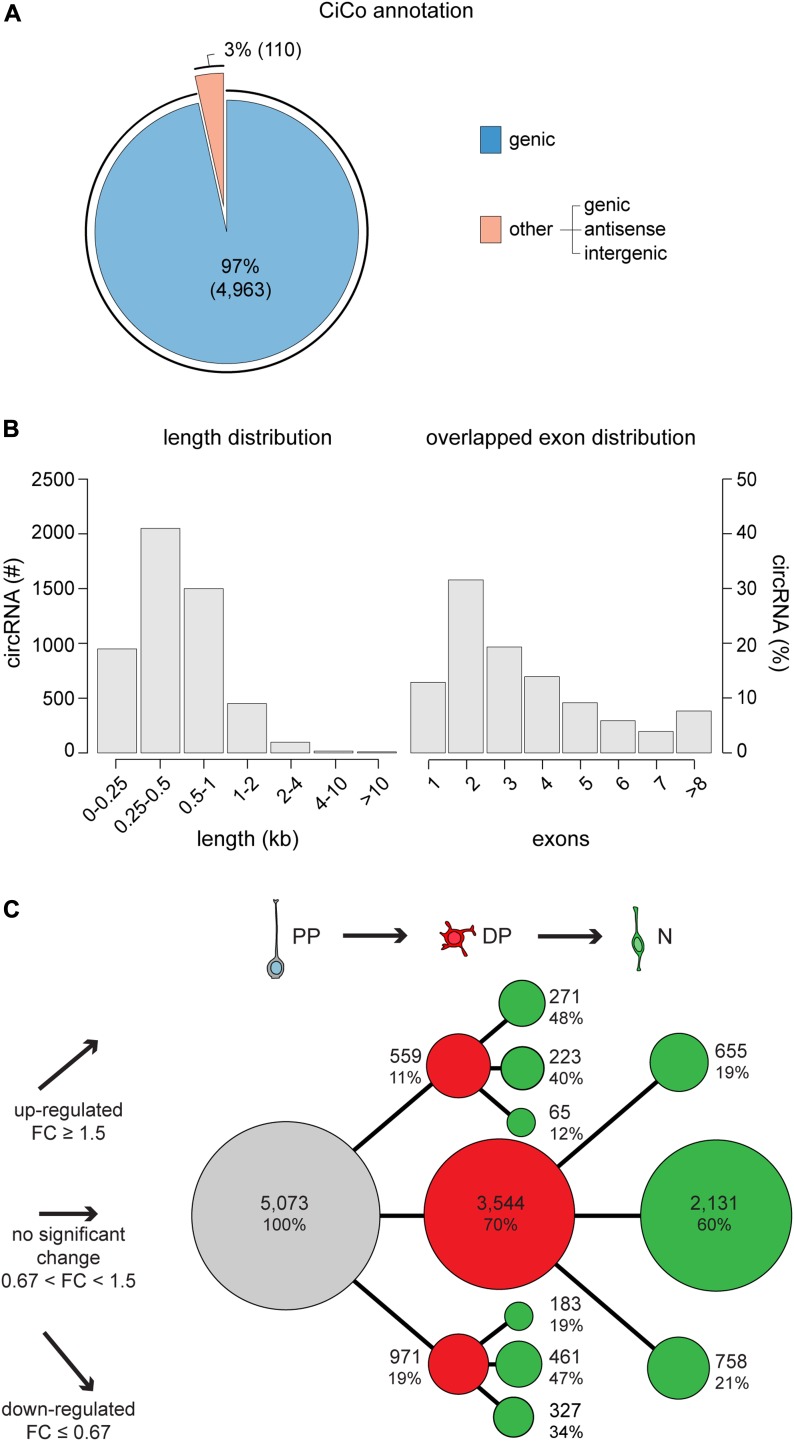
General features of CiCo. **(A)** Number and proportion of CiCo and their genomic features showing they almost entirely (97%) derive from genic regions. **(B)** Length (left) and exon number (for genic transcripts, right) distribution of circRNAs. **(C)** Differential expression (50% i.e.: FC ≥1.5 or ≤0.67; no FDR being applied) of CiCo expressed in PP (grey), DP (red), and N (green). Abundance and proportion of circRNAs detected in each cell type are indicated and represented proportionally to the area of circles and pattern of expression.

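Expression was compared between cell types by FC alone, with log2 FCs without shrinkage from DESeq2, and with edgeR's quasi-likelihood test on 4406 circRNAs with enough counts, in one model over all 9 libraries with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 82 circRNAs differed between DP and PP (65 higher and 17 lower in DP), 830 between N and DP (398 higher and 432 lower in N) and 1236 between N and PP (603 higher and 633 lower in N), and 1100 differed between any of the cell types. The latter derive from 652 genes, and overlapping circRNAs of a gene can share reads. Scaling by total counts, which the entries on chromosomes 5 and 17 dominate, gave 22, 407 and 649 circRNAs in these comparisons and moved the median log2 FC of all tested circRNAs from -0.06 to 0.02 between DP and PP, from -0.02 to -0.37 between N and DP and from -0.09 to -0.37 between N and PP. With that scaling 95.5% of the circRNAs called between DP and PP were higher in DP, in place of 79.3%, 20.6% of those between N and DP were higher in N, in place of 48.0%, and 32.5% of those between N and PP were higher in N, in place of 48.8%. With the replicate number as a block, 48, 695 and 1061 circRNAs passed, and 925 differed between any of the cell types. As a check of this pairing, the deviations of libraries with the same replicate number from their group means had a mean correlation of -0.0329, against 0.024 for different numbers. Replicates of DP and PP did not overlap for 19.3% of circRNAs, those of N and DP for 38.8% and those of N and PP for 36.5%, where chance gives 10% for 3 libraries against 3.
Of the circRNAs named for a rise from PP to DP, CiCo_mm9_circ_001320 of Myt1l (chromosome 12, 30517153 to 30540148, plus strand) rose from no count in PP to 3.23 CPM ± 0.842 (SD, n = 3) in DP, at least 3.65-fold against a floor of 3 counts (adjusted p = 0.00130 in edgeR's test). CiCo_mm9_circ_000079 of Kif21b (chromosome 1, 138045838 to 138047897, plus strand) rose from 1.91 CPM ± 0.833 to 29.9 ± 6.48 (log2 FC 4.09, standard error 0.48, adjusted p = 0.000507 in edgeR's test) and CiCo_mm9_circ_003073 of Dcc (chromosome 18, 71458985 to 71538541, minus strand) from 1.24 CPM ± 0.183 to 11.9 ± 2.86 (log2 FC 3.26, standard error 0.37, adjusted p = 0.000507). These 3 calls held with each library left out in turn. Among the circRNAs that met the criteria for naming, the largest falls were those of CiCo_mm9_circ_005757 of Fgfr2 (chromosome 7, 137384714 to 137386158, minus strand), from 18.0 CPM ± 13.4 to 3.86 ± 0.932 (log2 FC -2.16, standard error 0.47, adjusted p = 0.0303), CiCo_mm9_circ_005387 of Ptprz1, from 78.1 CPM ± 16.9 to 25.4 ± 7.50 (log2 FC -1.62, standard error 0.36, adjusted p = 0.0315), and CiCo_mm9_circ_004105 of Schip1 (chromosome 3, 68298496 to 68299179, plus strand), from 6.37 CPM ± 1.45 to 2.03 ± 0.328 (log2 FC -1.60, standard error 0.34, adjusted p = 0.0278). They stayed past the threshold in 5, 3 and 3 of the 9 analyses that each left out one library. With the block the adjusted p of the falls was 0.0503, 0.0400 and 0.0731 in edgeR's test, and with scaling by total counts none of them passed (adjusted p = 0.251, 0.535 and 0.883). Given its counted length, the counts of the circRNA of Ptprz1 may include sequence outside the circRNA.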

Next, we analysed CiCo’s expression profiles of PP, DP, and N. In particular, we focused on the differentially expressed circRNAs considering a 50% threshold (i.e., a fold change [FC] by ≥1.5 or ≤0.67 for up- or down-regulation, respectively) (Fig 2C). Whereas a substantial proportion (42%) of circRNAs showed no significant change in expression among cell types, subdividing differentially expressed circRNAs into the possible patterns of up- or down-regulation during the neurogenic lineage revealed a distribution that was remarkably similar to that found in linear transcripts (Aprea et al, 2013) (Fig 2C). In addition, when analysing the biological functions and processes of the parental genes enriched in each group, we found that circRNAs up-regulated during neurogenesis were primarily associated with synaptogenesis and neuronal development. Conversely, down-regulated circRNAs were associated to cell cycle and regulation of transcription (data not shown).

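By FC alone, 2098 of the 5281 circRNAs (39.7%) had no change in either step. Of those that were tested, 2 had an adjusted p under 0.05 between any cell types in edgeR's test, CiCo_mm9_circ_000865 of Xpo1 and CiCo_mm9_circ_003895 of Ckap5, which are named here after their values were seen. From PP to DP, 673 circRNAs were up and 1053 down, and from DP to N, 1250 were up and 1244 down. With each library left out in turn, only the fit without PP replicate 3 had more up than down from PP to DP (960 and 852). With scaling by total counts, 678 were up and 2069 down from DP to N. An increase in both steps was found for 337 circRNAs, of which 241 also had an adjusted p under 0.05 between any cell types, and a decrease in both steps for 392, of which 223 had. Of the 255 circRNAs up from PP to DP and then steady, 59 passed, and of the 434 down and then steady, 24 passed. Of the 686 circRNAs that rose only from DP to N, 233 passed, and of the 771 that fell only in that step, 266 passed. The share with no change was 22.99% in the lowest of 5 classes of equal size by mean count (median 5.33 counts per library) and 49.3% in the highest (median 85.2). Requiring an adjusted p under 0.05 in addition to the FC moved the number with no change most, to 4409 circRNAs. With the replicate block it was 2126. From the distribution over patterns in Fig 2C, the paper states that it resembles that of linear transcripts, which were not analysed here.

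**Figure D3:**
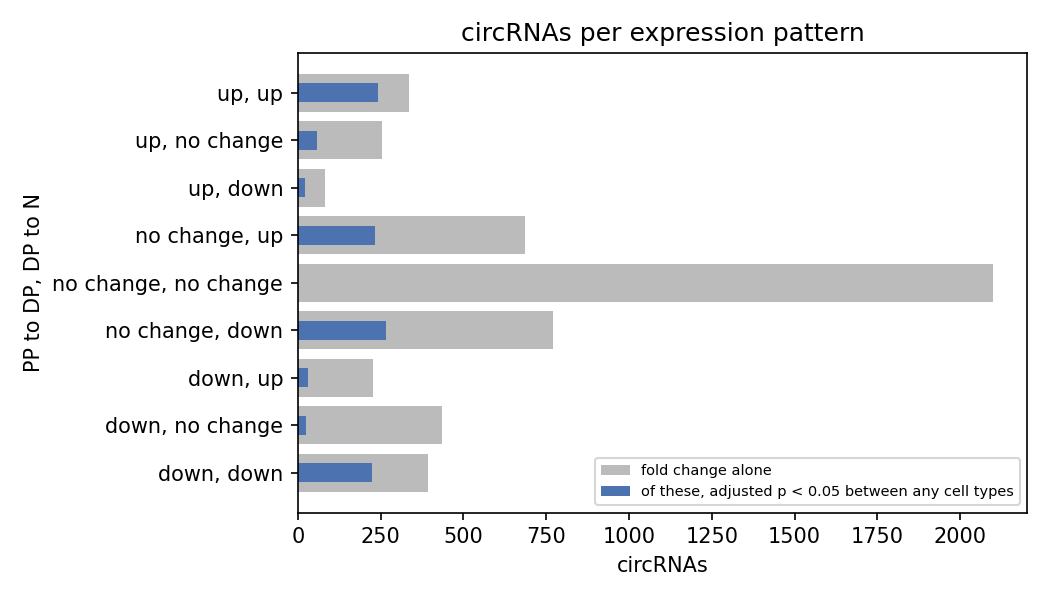
Number of circRNAs (horizontal axis) in each pattern of change from PP to DP and from DP to N (vertical axis) by FC alone (grey), and how many of these had an adjusted p under 0.05 between any cell types in edgeR's quasi-likelihood test (blue). The largest class is no change in either step, with 2098 circRNAs.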

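Parental genes were compared with a list of 233 genes of synapses and neuronal development, among the 2302 named parental genes of the tested circRNAs. Of the 84 listed genes among them, 59 (70.2%) had a circRNA that was higher in N than in PP, against 295 of the 2218 other genes (13.3%), an odds ratio of 15.4 (Fisher's exact test, two-sided, p = 6.36e-31, adjusted over 4 tests 1.27e-30). A circRNA that was lower in N was found for 6 of the listed genes (7.14%) and for 16.4% of the other genes (Fisher's exact test, two-sided, p = 0.0222, adjusted over 4 tests 0.0222). Of the 202 circRNAs of the listed genes, 129 passed at an adjusted p under 0.05 over all tested circRNAs (114 higher and 15 lower in N), and 139 passed when the adjustment was made over the list alone. Their median log2 FC from PP to N was 1.35, and 0.98 with scaling by total counts. The odds ratio of the rise stayed between 13.9 and 17.9 when each library was left out in turn, and with the replicate block it was 15.7. The filter of at least 10 counts in every library, which left 27 listed genes, moved it most, to 7.02 (Fisher's exact test, two-sided, p = 4.02e-06).
The circRNA of Myt1l, also named for its rise from PP to N, rose to 20.9 CPM ± 3.12 (SD, n = 3) in N, at least 23.7-fold against the floor in PP (adjusted p = 3.86e-06 in edgeR's test). CiCo_mm9_circ_000064 of Cntn2 (chromosome 1, 134421884 to 134423040, minus strand) rose from 1.03 CPM ± 0.1002 in PP to 9.65 ± 3.85 in DP and 114 ± 17.5 in N (SD, n = 3 each), a log2 FC from PP to N of 6.73 (standard error 0.45, adjusted p = 1.06e-06 in edgeR's test), which stayed between 6.67 and 6.86 without any one library. CiCo_mm9_circ_001253 of Bcl11b (chromosome 12, 109203882 to 109204097, minus strand) had at most 2 counts in each PP library and 17.3 CPM ± 12.4 in N, and was at least 19.6-fold higher in N (adjusted p = 0.000163 in edgeR's test). From DP to N the largest rises among circRNAs that met the criteria for naming were those of CiCo_mm9_circ_004428 of Runx1t1 (chromosome 4, 13762780 to 13774104, plus strand), from 0.934 CPM ± 0.421 to 15.3 ± 0.972 (log2 FC 4.02, standard error 0.52, adjusted p = 0.000119), CiCo_mm9_circ_002846 of Slc8a1 (chromosome 17, 81788150 to 81844933, minus strand), from 0.890 CPM ± 0.519 to 15.3 ± 9.10 (log2 FC 4.01, standard error 0.53, adjusted p = 0.000129), and the circRNA of Cntn2 (log2 FC 3.56, standard error 0.35, adjusted p = 2.65e-05). All these calls held with each library left out, with the replicate block and with scaling by total counts.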

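With a list of 167 genes of the cell cycle and DNA replication, 58 of the 72 listed genes among the parental genes (80.6%) had a circRNA that was lower in N than in PP, against 312 of the 2230 other genes (14.0%), an odds ratio of 25.5 (Fisher's exact test, two-sided, p = 6.28e-35, adjusted over 4 tests 2.51e-34). No listed gene had a circRNA that was higher in N at an adjusted p under 0.05, where 15.9% of the other genes had (Fisher's exact test, two-sided, p = 7.49e-06, adjusted over 4 tests 9.99e-06). At an unadjusted p under 0.05, the number of listed genes with such a circRNA was also 0. Of the 159 circRNAs of these genes, 122 passed when adjusted over the list alone, all of them lower in N, and their median log2 FC from PP to N was -2.43 (-2.67 with scaling by total counts). With the replicate block the odds ratio of the fall was 28.5. Among circRNAs with at least 10 counts in every library, a filter that removes circRNAs absent from N and left 3 listed genes, the odds ratio was 3.89 (Fisher's exact test, two-sided, p = 0.307). Regulation of transcription was not examined here.
The circRNAs named for their fall, both from PP to N and from DP to N, were CiCo_mm9_circ_003631 of Etl4 (chromosome 2, 20583525 to 20635075, plus strand), CiCo_mm9_circ_001695 of Gpr98 (chromosome 13, 81557995 to 81583577, minus strand) and CiCo_mm9_circ_005327 of Cdca3 (chromosome 6, 124781380 to 124782687, plus strand). The circRNA of Etl4 had 11.2 CPM ± 5.05 (SD, n = 3) in PP, 6.88 ± 1.90 in DP and no count in N. That of Gpr98 had 14.7 CPM ± 3.80 in PP, 7.31 ± 1.26 in DP and at most 2 counts per library in N. That of Cdca3 had 14.2 CPM ± 2.41 in PP, 11.3 ± 1.25 in DP and at most 1 count per library in N. Against the floor of 3 counts they were at least 15.5-fold, 20.4-fold and 19.6-fold lower in N than in PP (adjusted p = 1.66e-05, 5.80e-06 and 1.06e-06 in edgeR's test) and at least 9.52-fold, 10.1-fold and 15.6-fold lower than in DP (adjusted p = 8.87e-05, 5.70e-05 and 8.55e-06). Their differences between DP and PP were not past the threshold (adjusted p = 0.491, 0.214 and 0.754 in edgeR's test).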

Among transcripts showing specific expression patterns, an intriguing group of circRNAs emerged that was transiently up- or down-regulated specifically in DP compared with both PP and N (65 and 183, respectively) (Fig 2C). 

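By FC alone, 81 circRNAs (1.53% of the table) were up in DP against both PP and N and 227 (4.30%) were down. Their counts were low, with a median over circRNAs of 14.3 and 9.11 counts per library against 19.3 for all circRNAs. These patterns held 12.6% of the circRNAs in the lowest class by mean count and 3.22% in the highest. Of the 52 transiently up circRNAs that had enough counts to be tested, 4 had an adjusted p under 0.05 in both steps in edgeR's test, and of 133 transiently down, 2 had. At an unadjusted p under 0.05 in both steps these were 21 and 16. With scaling by total counts, more circRNAs were transiently up (180) than down (94) by FC alone. With each library left out in turn, more were transiently down than up in every fit. With the replicate block 110 circRNAs were transiently up and 210 down by FC alone, and 2 passed in both steps, both of them of Kif26b. Tested as a single contrast of DP against the mean of PP and N, 34 passed. In all 9 analyses that each left out one library, 32 of the 81 and 46 of the 227 stayed in their class.
The transiently up circRNAs with the smallest adjusted p were CiCo_mm9_circ_000202 and CiCo_mm9_circ_000203 of Kif26b, which both start at 180608957 on the plus strand of chromosome 1 and end at 180609490 and 180646100, so that reads in their overlap cannot be told apart. CiCo_mm9_circ_000202 had 0.543 CPM ± 0.0927 in PP, 7.23 ± 1.81 in DP and 0.949 ± 0.177 in N (SD, n = 3 each), with a log2 FC of 3.62 from PP to DP (standard error 0.43, adjusted p = 0.000507 in edgeR's test) and -2.90 from DP to N (standard error 0.37, adjusted p = 0.000119). Both calls held without any one library. CiCo_mm9_circ_000203 was not detected by RT-PCR in Fig 1C but was cloned in Fig 1B. CiCo_mm9_circ_002131 of Mfng (chromosome 15, 78594745 to 78597350, minus strand) had 2.74 CPM ± 0.865 in PP, 9.66 ± 1.01 in DP and 2.16 ± 1.11 in N, with a log2 FC of 1.88 from PP to DP (standard error 0.40, adjusted p = 0.0261 in edgeR's test) that passed in 3 of the 9 analyses without a library. The remaining one, named after its values were seen, is CiCo_mm9_circ_004254 of Elavl4 (chromosome 4, 109884031 to 109924126, minus strand), with an adjusted p of 0.00838 and 0.0403 in the steps from edgeR's test. Among those transiently down, the circRNA of Schip1 had 6.76 CPM ± 1.67 in N, with a log2 FC of 1.77 from DP to N (standard error 0.33, adjusted p = 0.00152 in edgeR's test). Next came CiCo_mm9_circ_006088 of Adamts18 (chromosome 8, 116260581 to 116278559, minus strand), with 4.41 CPM ± 0.666 in PP, 1.64 ± 0.430 in DP and 3.83 ± 0.523 in N and an adjusted p of 0.0494 and 0.0232 in the steps. The nested CiCo_mm9_circ_006087 of the same gene, which likewise was cloned but not detected by RT-PCR, was not past the threshold in either step (adjusted p = 0.0787 and 0.0629 in edgeR's test).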

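Taken among the 3183 circRNAs that passed an FC threshold in at least one step, those transiently up in DP make up 2.54% and those transiently down 7.13%.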

As previously shown by our group (Aprea et al, 2013), these patterns of expression account for a small, underrepresented proportion of differentially expressed transcripts (1–2%). Yet, at least among mRNAs and lncRNAs, many from this small subset of genes revealed to play key roles in corticogenesis (Aprea et al, 2013; Artegiani et al, 2015), raising the possibility that this also applies to circRNAs here identified for the first time.

### Properties of circRNAs: miRNA-sponging potential, translation, and evolutionary conservation

Our novel assessment of the sequence of circRNAs gave us the possibility to gain new insights into their putative function(s). Since sponging of miRNAs by Cdr1as was the first suggested role for a circRNA (Hansen et al, 2013; Memczak et al, 2013), we searched within CiCo for miRNA seed sequences. When assessing the highest possible number of seed sequences present in any given circRNA that would potentially target any given miRNA, we found that the highest number was reached by Cdr1as (CiCo_mm9_circ_006933) for which 99 seeds specific for miR-7b and, among others, a single seed for miR-671 were predicted as previously described (Memczak et al, 2013). 

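Cdr1as (CiCo_mm9_circ_006933) lies on the plus strand of the X chromosome of mm9, from 58436423 to 58439349, with a counted length of 2928 bases, and GENCODE vM1 has an annotated gene on the opposite strand. It had 1.71 CPM ± 1.05 in PP, 3.89 ± 0.435 in DP and 19.5 ± 15.8 in N (SD, n = 3 each). The log2 FC from PP to N was 3.40 (standard error 0.73, adjusted p = 0.00278 in edgeR's quasi-likelihood test), which stayed between 3.02 and 4.11 and past the threshold without any one library. The replicates of N differed widely, with 256 and 168 counts in replicates 2 and 3 and 3 counts in replicate 1, the N library with the lowest depth outside the high-count entries. From DP to N the log2 FC was 2.39 (standard error 0.63, adjusted p = 0.0148 in edgeR's test), and it was past the threshold in 4 of the 9 analyses that each left out one library, with the replicate block (adjusted p = 0.0447) but not with scaling by total counts (adjusted p = 0.0913). From PP to DP the difference was not past the threshold (log2 FC 1.01, standard error 0.75, adjusted p = 0.685 in edgeR's test). Of the 7 circRNAs with more than 5 seeds for a single miRNA in the paper's seed sheet, 1, Cdr1as, differed between any of the cell types (adjusted p = 0.00301 in edgeR's test). None of the others passed, and 1 of them, CiCo_mm9_circ_004462 of Prdm2, named after its values were seen, was at an unadjusted p under 0.05.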

Despite this extreme example, only a handful of circRNAs displayed a number of seeds for a single miRNA that exceeded five (Fig 3A). Moreover, since this analysis did not account for the potential of circRNAs to sponge more miRNAs independently, we expanded our search to include all possible miRNA binding to a single circRNA with no regard to the number of seeds. 

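CiCo_mm9_circ_006344 lies on the minus strand of chromosome 8 of mm9, from 87245542 to 87324245, in the sense of Nfix but without starting and ending at its annotated exon ends, a case that the paper's method treats as a single exon. Its counted length of 78705 bases is the longest of the table, whose median is 467 bases. It had 292 CPM ± 14.6 in PP, 346 ± 99.0 in DP and 405 ± 197 in N (SD, n = 3 each), with no difference between cell types past the spread of the replicates (log2 FC from PP to N 0.47, standard error 0.37, adjusted p = 0.387 in edgeR's quasi-likelihood test). The log2 FC from PP to N became -0.12 with scaling by total counts. Per kilobase of counted length it had 25.1 counts per library, below the median of 39.8 over all circRNAs. It overlaps 4 other circRNAs on the same strand, which had 22732 counts over the 9 libraries against 17800 for the long one. In the seed sheet, the circRNAs with more than 5 seeds for one miRNA have a median length of 4503 bases, and the shortest of them ranks at 77.9% of the circRNAs of the table by length.

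**Figure D4:**
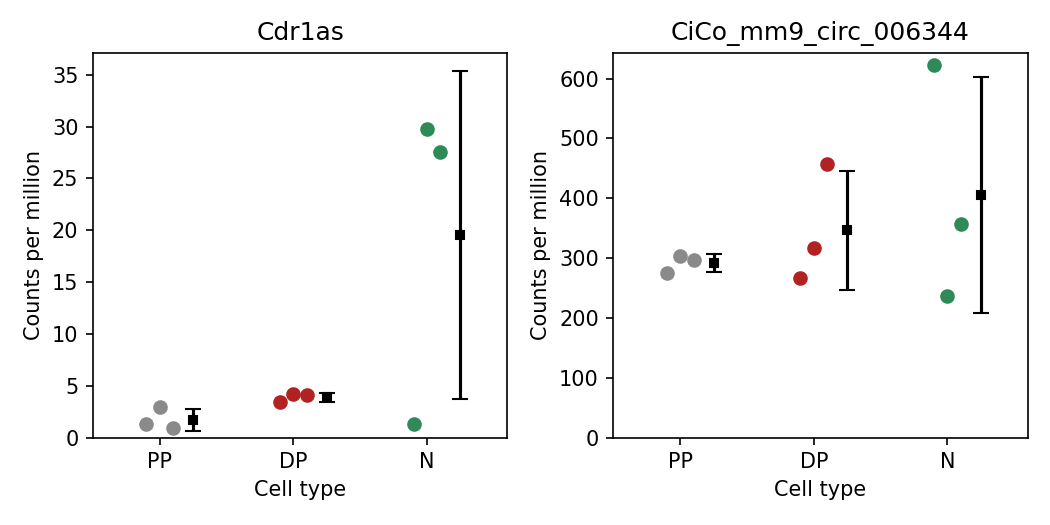
CPM (vertical axes) of Cdr1as (left) and CiCo_mm9_circ_006344 (right) in PP, DP and N. Points are the 3 replicates of each cell type and squares with bars the mean and SD, from 1.71 ± 1.05 in PP to 19.5 ± 15.8 in N for Cdr1as, where 1 of the 3 N replicates is as low as PP.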

With this approach, we identified in CiCo_mm9_circ_006344 the circRNA with the highest number of potentially binding miRNAs for a total of nearly 1,400 different miRNAs of which four (miR-1187, 466i, 466k, and 669c) with a high number of seeds (46, 43, 37, and 30 respectively; Fig 3A and Supplemental Data 1). However, such a high promiscuity in miRNA-binding sites and limitations in the bioinformatic tools to predict sponging properties makes it difficult to infer the biological significance of this circRNA.

**Figure 3.**
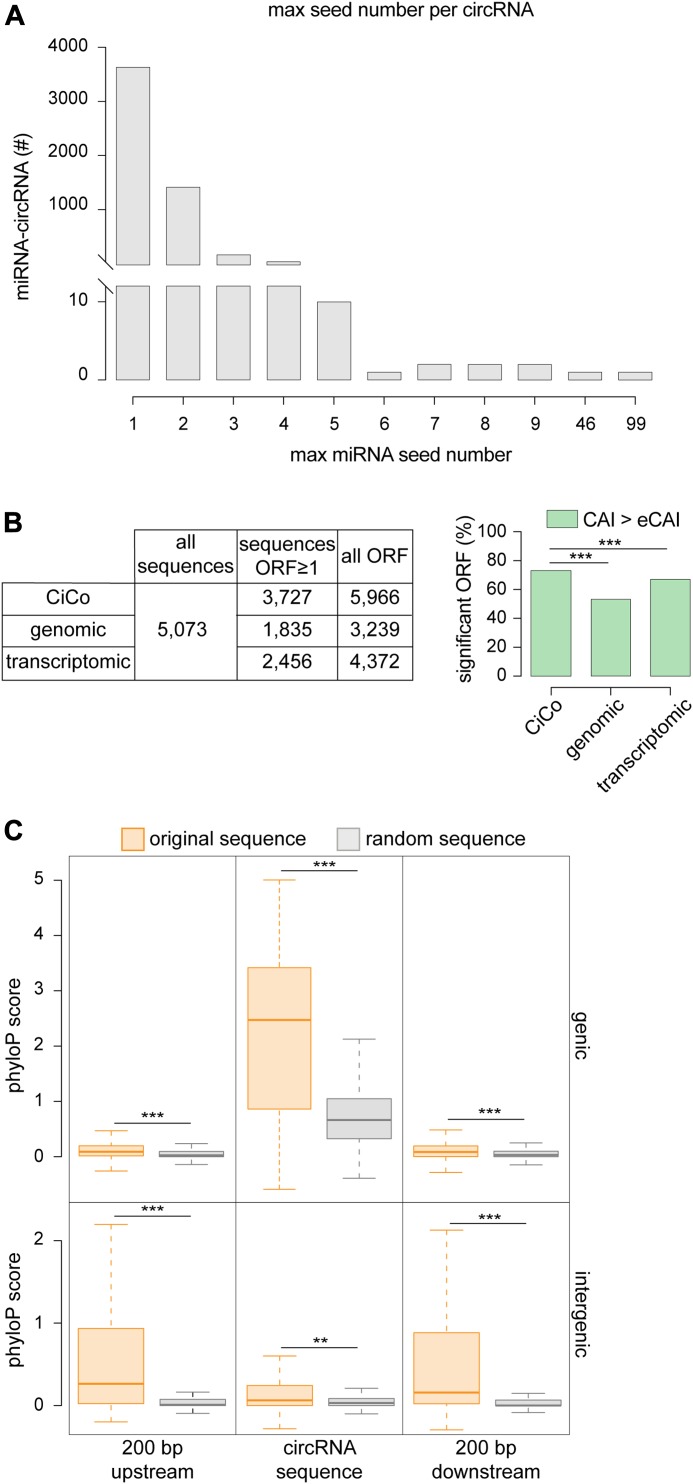
Seed sequences, coding potential, and evolutionary conservation of circRNAs. **(A)** Distribution of the maximum number of seed sequences for any miRNA found across CiCo. Note that the overwhelming majority of circRNAs only displayed few (1–4) seeds. **(B)** Total ORFs (left) and proportion of those with a CAI value above expected (right) found in CiCo or random control datasets (***P < 0.001; chi-squared test). **(C)** Whiskers–box plots showing the distribution of phyloP scores for CiCo sequences (orange) and relative shuffled controls (grey) (**P < 0.01; ***P < 0.001; *t* test).

In addition to miRNA sponging, a recent study has suggested that at least one circRNA, circ-ZNF609, is translated into a peptide (Legnini et al, 2017). Hence, we searched for possible open reading frames (ORFs) among all circRNAs and found that a remarkably high proportion (nearly 4,000; i.e., >70%) contained at least one putative ORFs with ≥150 nt in length (Fig 3B, left). To increase our confidence in this result, we assessed the Codon Adaptation Index (CAI) measuring the relative codon usage as a function of gene expression (Sharp & Li, 1987). To this end, we used CAIcal (Puigbo et al, 2008) to compute the index of each predicted ORF within circRNAs and referred this to the expected value calculated from a pool of 500 shuffled sequences reflecting the whole ORF population (eCAI = 0.744) that was used as a significance threshold. We found that 72% of all predicted ORFs and belonging to ∼50% of all circRNAs had an index higher than expected (Fig 3B, right), raising the possibility that these are potentially translated. However, 97% of CiCo’s sequences derive from annotated genes, implying that this abundance of ORFs might simply reflect their sharing of some of, if perhaps not all, the features of coding genes. To assess this, we repeated our analyses (ORF prediction and CAI calculation), but this time considering random sequences generated not only from the entire genome but also from the coding transcriptome as two independent negative controls. Although we could find a comparable number of putative ORFs from CiCo and our two negative control datasets (5,966, 3,239, and 4,372, respectively), only 52% of all random genomic ORFs and 66% of the transcriptomic ones were found to have a CAI value above the eCAI thresholds. Remarkably, when comparing the fraction of significant and nonsignificant ORFs within CiCo with the two control datasets, we found highly significant differences with both (chi-squared test, two-tailed *P*-value < 0.001) (Fig 3B, right) suggesting that the coding potential of CiCo is not only an inherited feature resulting from their origin from coding genes but might potentially account for their function.

We next assessed the evolutionary conservation of CiCo. To this end, we considered not only the sequence of the mature circRNAs but also their flanking regions (200 bp up- and down-stream) as these might be important for their biogenesis (Jeck et al, 2013; Ashwal-Fluss et al, 2014). Again to obtain an appropriate reference as negative control, we generated for each circRNA and flanking regions a random sequence of the same size and reflecting the features of such circRNA. Specifically, we used any random genomic region for intergenic circRNAs or transcriptome-specific and intronic sequences for genic circRNAs and their flanking regions, respectively. We next computed the average conservation score of all these regions, making use of the phyloP score (a per-base value obtained by the alignment of murine genome against 30 other vertebrates, UCSC Genome Browser [Casper et al, 2018]) and compared it with the one calculated for the respective random sequences. We found that genic circRNAs were more conserved than their reference random sequences and that despite an average lower conservation score, their flanking regions were also significantly more conserved (Fig 3C; top). As this again can be influenced by circRNA origin from expressed genes, we next assessed the conservation of the subgroup of intergenic circRNAs that, by definition, are not overlapping any annotated gene. Strikingly, both the circRNAs themselves as well as their 200-bp up- and down-stream regions were also significantly more conserved than their random counterparts (Fig 3C; bottom). Hence, similarly to their coding potential, the conservation of circRNAs seems not only an inherited feature resulting from their sharing of sequences with expressed genes but may actually reflect their function.

### CircRNA biogenesis is independent from alternative splicing

Finally, because nearly all (97%) CiCo transcripts are overlapping genes, we asked if the abundance of circRNAs correlated with that of their respective linear mRNA, which could reveal the mechanisms underlying their biogenesis. In this context, we sought possible mechanisms by which biogenesis of circRNAs may be controlled. We speculated that this may occur at the level of transcription by the synthesis of different pre-RNAs that ultimately mature into circular, rather than linear, transcripts. Alternatively, a circular or linear RNA may result by splicing of a single pre-RNA precursor. Although not mutually exclusive, the two mechanisms may occur either un-specifically without any regulation at the level of individual transcripts or cell types or, alternatively, only apply to a specific subclass of genes. Ultimately, distinguishing between these possibilities may help understanding the biological significance of circRNAs.

To this end, we took advantage of the previous poly(A) transcriptome assessment of PP, DP, and N reported by our group (Aprea et al, 2013, 2015) and compared the expression levels of each circRNA and its corresponding linear counterpart in each cell type. We found a strong positive correlation between the expression of mRNAs and circRNAs (Pearson’s score ∼0.8 in all cell populations) (Fig 4A), implying that an increase in a circRNA did not result in a decrease in its linear form. This in turn led us to reject the hypothesis of regulation at the level of transcription of different pre-RNAs. Next, if synthesis of a circular versus linear RNA should be regulated by splicing from a common transcript, then an increase in such circRNA should inversely correlate with the usage of the exon(s) in common with the linear transcript. To assess this, we performed differential exon usage analyses of PP, DP, and N (to be described elsewhere) and assessed whether exon(s) used in common by both a circular and linear transcript would display an inverse FC from one cell population to the following (e.g., from PP to DP and from DP to N). Surprisingly, barely 0.5% of all circRNA–exon pairs showed an opposite FC pattern with regard to their linear counterparts, whereas the vast majority shared the same pattern of either up- or down-regulation (Fig 4B). In turn, this questioned a mechanistic link between mRNA splicing per se and circRNA biogenesis. To address this, we next selected all genes resulting in the expression of at least two linear isoforms (4,146 genes out of 19,802 expressed) resulting from alternative splicing as one specific mechanism of splicing and investigated what proportion of circular RNA was produced among these genes. We found that only 49% of circRNAs were generated from alternatively spliced genes and that among these, only ∼0.2% shared the very same exon(s) in all three cell populations with the differentially spliced linear transcript (Fig 4C).

**Figure 4.**
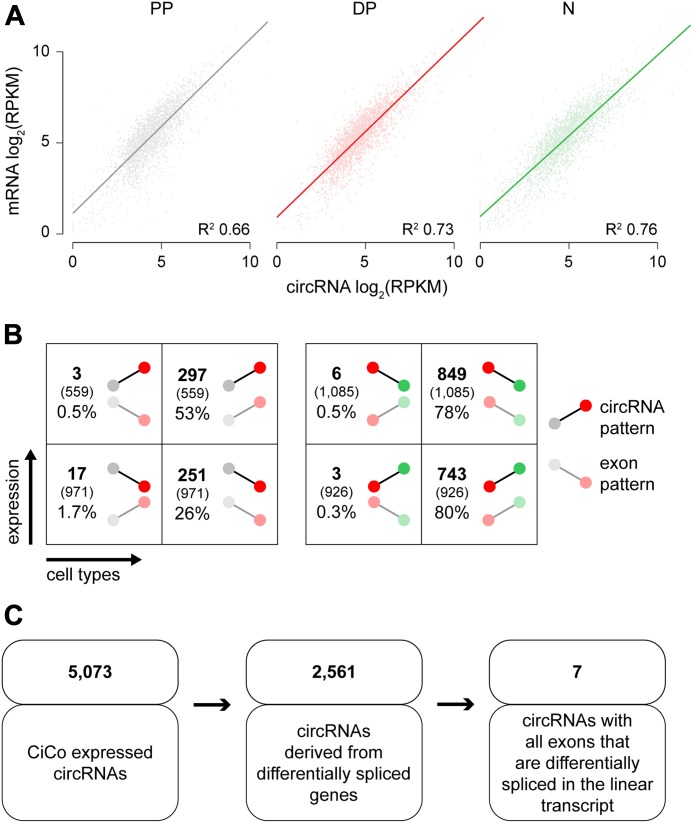
CiCo relation to linear transcripts. **(A)** Scatterplot log_2_(RPKM) of CiCo and mRNA counterparts in cell types (colours as in Fig 2C). R^2^ for each regression line is indicated. **(B)** Number and proportion of circRNAs having either an opposite or the same FC pattern as the exon of the linear counterpart (50% i.e.,: FC ≥1.5 or ≤0.67; no FDR being applied; colours as in Fig 2C). **(C)** Number of expressed circRNAs that result from differentially spliced genes during the neurogenic lineage.

Taken together, our data indicate that the overall expression of circRNAs correlates with that of their linear RNAs but is not a byproduct limited to transcripts and exons undergoing alternative splicing and, hence, can be regulated independently by mechanisms that are still unknown.

## Discussion

Here, we provided the arising field of circRNA biology with the first resource describing their sequence and cell-specific expression during mammalian cortical development. This has allowed us to increase by threefold the number of circRNAs currently known, pointing out their full diversity and specificity in cell populations representing the lineage to neurogenic commitment. More importantly, our work has allowed us to reveal novel features of these elusive transcripts that are important to infer their significance and that could not be deduced based on the previous knowledge of backsplice junctions alone.

We found that genic circRNAs are primarily composed by exons of genes encoding for mRNAs or lncRNAs and that a strong correlation existed in the levels of expression of circular and linear pairs of transcripts. Our data were inconsistent with both the synthesis of circular-specific, pre-RNAs during transcription as well as the involvement of alternative splicing as a mechanism underlying their biogenesis. Although more studies are needed to address these aspects, certain features emerging from our study seemed to support the notion that circRNAs may be a generic byproduct of splicing, whereas others highlighted their specificity both in terms of biogenesis and putative biological significance. To start with, CiCo transcripts were found to derive only from a specific group of linear transcripts and consistently included certain exons but not others. In addition, both the coding potential and evolutionary conservation of CiCo revealed to be much higher than expected by chance even after accounting for their origin from exonic regions.

Although it is clear that a significant proportion of circRNAs might nonetheless lack a function despite these features, our study provides the field with a new resource for the identification of biologically relevant circRNAs, fuelling future studies on their molecular regulation and role.

## Materials and Methods

### Animal care, cell sorting, and RNA extraction

Animal experiments were approved by the Landesdirektion Sachsen (24-9168.11-1/41 and TVV 39/2015) and carried out in accordance with the relevant guidelines and regulation. Pregnant *Btg2*^RFP^/*Tubb3*^GFP^ double heterozygous mice were anaesthetised with isoflurane and euthanized through cervical dislocation. Brains from E14.5 embryos were collected and the lateral cortex isolated after removal of the meninges and ganglionic eminences. The Neural Tissue Dissociation kit with papain (Miltenyi Biotech) was used according to the manufacturer’s protocol to obtain a cell suspension for FAC-sorting or RNA extraction. The cells were resuspended in ice-cold PBS and supplied with 10 μl of 7-AAD to assess cell viability (BD Pharmigen) and sorted with a BD Aria III FACS as previously described (Aprea et al, 2013). Sorted cells were collected in PBS, centrifuged (600 *g*, 5 min), and RNA extracted using Quick RNA Mini Prep (Zymo Research) according to the manufacturer’s protocol.

### CircRNA sequencing, annotation, and validation

Total RNA was denatured for 3 min at 70°C, then treated with RNase R (Epicentre) for 1 h at 40°C, and finally supplied with DNase I (Invitrogen) for 15 min at room temperature. The reaction was then cleaned with RNA Clean & Concentrator (Zymo Research) and cDNA libraries prepared using the NEB Next Ultra Directional RNA Library Prep kit without mRNA enrichment. Effectiveness of RNase R treatment was assessed by quantitative real time PCR of six transcripts with the highest free energy per nucleotide in their most stable predicted secondary structure according to RNAfold (-p --noLP --temp = 40; primers in Table S1C). Samples were sequenced on an Illumina HiSeq 2500 with a read length of 150 bp and resulting reads were aligned using gsnap (Wu & Nacu, 2010) with mm9 and ENSEMBL Genes (v67 [Flicek et al, 2013]) as the reference genome and trancriptome, respectively. Besides adapter removal, reads were not trimmed, and overall quality was evaluated by the percentages of mapped and unmapped reads that resulted in similar values to the only comparable study reported to date (Jeck et al, 2013) (Fig S1B). To predict putative circRNA, unmapped reads were retrieved and then analysed using the “find_circ” pipeline (version 1) with default parameters (Memczak et al, 2013). No filter was applied on the number of reads identifying the circularising junction. For the genomic location, predicted circRNAs were overlapped with mouse ENSEMBL Genes (v67 [Flicek et al, 2013]) and considered them genic when their start/end base coincided with the start/end of annotated exon(s). circRNA overlapping genes but with other start/end points were grouped together with intergenic and antisense ones (Fig 2A, termed as “other”). Overlap with circBase was carried out using bedtools (Quinlan & Hall, 2010) and intersecting predicted circRNAs with the .bed file relative to mouse (Glazar et al, 2014). Different levels of minimal reciprocal overlap were set within bedtools options to take into account also single-nucleotide overlap between data. For validation, 1 µg of total RNA from un-sorted lateral cortex was treated as described previously for sequencing, with one sample digested either with RNase R or water and then converted into cDNA using 200 U of reverse transcriptase and 50 ng of random hexamers according to the SuperScript III (Invitrogen) kit. The resulting cDNA was diluted either 1:10 for RNase R or 1:100 in case of water treatment and 1 μl used as a PCR template with divergent primers (designed with Primer3 ([Untergasser et al, 2012]) and spanning over the circularising junction. All primer pairs were tested with the In-Silico PCR tool from UCSC to minimize byproducts (Kent et al, 2002) (primers in Table S1A).

Table S1 Primer List. (A) List of divergent primers for all the tested circRNAs in Fig 1C. (B) Primers used for cloning and sequencing in Fig 1B. (C) Primers for linear transcript used in RNase R efficacy test, Fig S1A. (D) List of divergent primers for intron validation, Fig S1C.

### Sequence prediction, differential expression, and conservation

First, exonic and intronic sequences of previously annotated genic circRNAs were separated. Next, we retrieved the coordinates of these exon(s) from ENSEMBL Genes (v67 [Flicek et al, 2013]), whereas intron coordinates were obtained through command line starting from the exonic ones. circRNAs annotated as intergenic, antisense, or genic with unusual start/end points were considered as a single exon. Exonic and intronic coordinates were kept separate, and featureCounts (Liao et al, 2014) was run using them as reference files to obtain a per-feature read count on which RPKM values were calculated as follows: $\text{RPKM}=\frac{\text{read}\;\text{count}}{\text{R}/\text{L}}$, where $\text{R}=\text{library}\;\text{size}\times 10^{-6}$ and $\text{L}=\text{circ}\;\text{length}\times 10^{-3}$. RPKM were averaged across biological replicates. Threshold for expression was set as the highest RPKM of the predicted, but not detected, introns within 10 validated circRNAs, with additional six circRNA used to validate the absence of introns from which we redefined the set of expressed features (primers in Table S1B and D). For the differential expression analysis, we run again featureCounts (Liao et al, 2014) using the set of expressed features as reference and specifying a meta-feature count to automatically sum the reads from different features of the same circRNA. The resulting table was analysed with DESeq2 (Love et al, 2014), considering FCs by ≥1.5 or ≤0.67 (no FDR applied). Clustering analysis was used to evaluate enriched terms using DAVID (Huang da et al, 2009). Finally, circRNA conservation was assessed by computing the phyloP score for the expressed sequence as well as for 200 bp up- and down-stream of each circRNA. To compare our sequences, we generated a shuffled version with the same sizes using bedtools (shuffleBed) and accounting for their genomic location. In particular, for genic circRNAs, the shuffled sequences were obtained from a reference file that included exons and/or introns as appropriate and derived from ENSEMBL (v67). In the case of intergenic circRNAs (both sequence and flanking regions), the shuffled sequences were chosen from the entire genome. BEDOPS (Neph et al, 2012) was used to sort regions per genomic location and to split into a per-base coordinate file. BEDOPS was again used to retrieve the per-base phyloP score from the UCSC table containing the conservation score for mouse versus 30 vertebrate genomes (phyloP30wayAll). For shuffled sequences relative to genic circRNAs, we built a custom phyloP score table in which the values relative to all exons were included. We finally reconstructed the score per sequence by averaging the phyloP values for each circRNA. These steps were performed for all files (original and shuffled sequences).

### Prediction of miRNA seeds, ORFs, and exon usage correlation

Seed prediction was performed using miRanda (John et al, 2004) with default parameters and with input the FASTA file for the circRNA sequences obtained with bedtools (getfasta, with the expressed feature coordinates file as input) and miRBase-downloaded mouse mature miRNA sequences (v22) (Kozomara & Griffiths-Jones, 2014). The output generated was then parsed to a more manageable form, and the seed category was added according to Bartel (Bartel, 2009). To count the number of seed for each miRNA present on a circRNA, we first subset the parsed miRanda output by seed category (removed everything that did not have a recognized seed type), alignment score (≥150), and by free energy (∆G ≤ −19) (Bartel, 2009), and then we counted and reported the number of unique miRNA-circRNA combination and sorted by number of occurrences (top to bottom). We predicted the presence of ORF using the standalone version of National Center for Biotechnology Information’s ORFfinder (Sayers et al, 2011) using the FASTA sequences of the expressed circRNA as input. We restricted the search by requiring a minimum ORF length of 150 nt and setting the start codon as ATG only; we also ignored nested ORFs and searched only on the strand of the sequence itself. We then supplied the resulting sequences to the CAIcal web server (Puigbo et al, 2008) together with the codon usage for mouse (Nakamura et al, 2000). Expected CAI value (eCAI) was calculated several times using the Markov method with 95% of confidence and the final value obtained by averaging all the calculated ones. As controls, we generated two shuffled dataset using as reference either the entire genome or the transcriptome only. For this two control datasets, the same ORF prediction and CAI calculation were performed. Differences of our dataset with the two control ones were assessed through chi-squared test with one degree of freedom. Exon usage data were obtained by poly(A) enrichment and PE sequencing of our three cell populations (to be reported elsewhere). For the full mRNA, we selected the RPKM values for the linear corresponding to the circRNAs. For linear versus circRNA expression, we computed the average RPKM for each cell population and compared the log_2_(RPKM), plotting their relative abundance and computing an overall Pearson’s correlation score. In case of linear exon versus circRNA, the corresponding read counts were analysed with DESeq2 to compute the FC of the exon shared by circRNAs and linear transcript.

### Data availability

All custom scripts can be obtained upon request. Sequencing data generated during the present study are available at Gene Expression Omnibus repository (GSE117009).

## Supplementary Material

Reviewer comments

## References

[bib1] AbuN, JamalR (2016) Circular RNAs as promising biomarkers: A mini-review. Front Physiol 7: 355 10.3389/fphys.2016.0035527588005PMC4988965

[bib2] ApreaJ, CalegariF (2015) Long non-coding RNAs in corticogenesis: Deciphering the non-coding code of the brain. EMBO J 34: 2865–2884. 10.15252/embj.20159265526516210PMC4687686

[bib3] ApreaJ, LescheM, MassaliniS, PrenningerS, AlexopoulouD, DahlA, HillerM, CalegariF (2015) Identification and expression patterns of novel long non-coding RNAs in neural progenitors of the developing mammalian cortex. Neurogenesis (Austin) 2: e995524 10.1080/23262133.2014.99552427504473PMC4973583

[bib4] ApreaJ, PrenningerS, DoriM, GhoshT, MonasorLS, WessendorfE, ZocherS, MassaliniS, AlexopoulouD, LescheM, (2013) Transcriptome sequencing during mouse brain development identifies long non-coding RNAs functionally involved in neurogenic commitment. EMBO J 32: 3145–3160. 10.1038/emboj.2013.24524240175PMC3981144

[bib5] ArtegianiB, de Jesus DominguesAM, Bragado AlonsoS, BrandlE, MassaliniS, DahlA, CalegariF (2015) Tox: A multifunctional transcription factor and novel regulator of mammalian corticogenesis. EMBO J 34: 896–910. 10.15252/embj.20149006125527292PMC4388598

[bib6] Ashwal-FlussR, MeyerM, PamudurtiNR, IvanovA, BartokO, HananM, EvantalN, MemczakS, RajewskyN, KadenerS (2014) circRNA biogenesis competes with pre-mRNA splicing. Mol Cell 56: 55–66. 10.1016/j.molcel.2014.08.01925242144

[bib7] Bachmayr-HeydaA, ReinerAT, AuerK, SukhbaatarN, AustS, Bachleitner-HofmannT, MesteriI, GruntTW, ZeillingerR, PilsD (2015) Correlation of circular RNA abundance with proliferation: Exemplified with colorectal and ovarian cancer, idiopathic lung fibrosis, and normal human tissues. Sci Rep 5: 8057 10.1038/srep0805725624062PMC4306919

[bib8] BahnJH, ZhangQ, LiF, ChanTM, LinX, KimY, WongDT, XiaoX (2015) The landscape of microRNA, Piwi-interacting RNA, and circular RNA in human saliva. Clin Chem 61: 221–230. 10.1373/clinchem.2014.23043325376581PMC4332885

[bib9] BartelDP (2009) MicroRNAs: Target recognition and regulatory functions. Cell 136: 215–233. 10.1016/j.cell.2009.01.00219167326PMC3794896

[bib10] CapelB, SwainA, NicolisS, HackerA, WalterM, KoopmanP, GoodfellowP, Lovell-BadgeR (1993) Circular transcripts of the testis-determining gene Sry in adult mouse testis. Cell 73: 1019–1030. 10.1016/0092-8674(93)90279-y7684656

[bib11] CasperJ, ZweigAS, VillarrealC, TynerC, SpeirML, RosenbloomKR, RaneyBJ, LeeCM, LeeBT, KarolchikD, (2018) The UCSC Genome Browser database: 2018 update. Nucleic Acids Res 46: D762–D769. 10.1093/nar/gkx102029106570PMC5753355

[bib12] FilippenkovIB, SudarkinaOY, LimborskaSA, DergunovaLV (2015) Circular RNA of the human sphingomyelin synthase 1 gene: Multiple splice variants, evolutionary conservatism and expression in different tissues. RNA Biol 12: 1030–1042. 10.1080/15476286.2015.107661126274505PMC4615658

[bib13] FlicekP, AhmedI, AmodeMR, BarrellD, BealK, BrentS, Carvalho-SilvaD, ClaphamP, CoatesG, FairleyS, (2013) Ensembl 2013. Nucleic Acids Res 41: D48–D55. 10.1093/nar/gks123623203987PMC3531136

[bib14] GlazarP, PapavasileiouP, RajewskyN (2014) circBase: A database for circular RNAs. RNA 20: 1666–1670. 10.1261/rna.043687.11325234927PMC4201819

[bib15] HansenTB, JensenTI, ClausenBH, BramsenJB, FinsenB, DamgaardCK, KjemsJ (2013) Natural RNA circles function as efficient microRNA sponges. Nature 495: 384–388. 10.1038/nature1199323446346

[bib16] Huang daW, ShermanBT, LempickiRA (2009) Bioinformatics enrichment tools: Paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res 37: 1–13. 10.1093/nar/gkn92319033363PMC2615629

[bib17] JakobiT, Czaja-HasseLF, ReinhardtR, DieterichC (2016) Profiling and validation of the circular RNA repertoire in adult murine hearts. Genomics Proteomics Bioinformatics 14: 216–223. 10.1016/j.gpb.2016.02.00327132142PMC4996846

[bib18] JeckWR, SorrentinoJA, WangK, SlevinMK, BurdCE, LiuJ, MarzluffWF, SharplessNE (2013) Circular RNAs are abundant, conserved, and associated with ALU repeats. RNA 19: 141–157. 10.1261/rna.035667.11223249747PMC3543092

[bib19] JohnB, EnrightAJ, AravinA, TuschlT, SanderC, MarksDS (2004) Human MicroRNA targets. PLoS Biol 2: e363 10.1371/journal.pbio.002036315502875PMC521178

[bib20] KentWJ, SugnetCW, FureyTS, RoskinKM, PringleTH, ZahlerAM, HausslerD (2002) The human genome browser at UCSC. Genome Res 12: 996–1006. 10.1101/gr.22910212045153PMC186604

[bib21] KosA, DijkemaR, ArnbergAC, van der MeidePH, SchellekensH (1986) The hepatitis delta (delta) virus possesses a circular RNA. Nature 323: 558–560. 10.1038/323558a02429192

[bib22] KosikKS (2013) Molecular biology: Circles reshape the RNA world. Nature 495: 322–324. 10.1038/nature1195623446351

[bib23] KozomaraA, Griffiths-JonesS (2014) miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res 42: D68–D73. 10.1093/nar/gkt118124275495PMC3965103

[bib24] KristensenLS, OkholmTLH, VenoMT, KjemsJ (2018) Circular RNAs are abundantly expressed and upregulated during human epidermal stem cell differentiation. RNA Biol 15: 280–291. 10.1080/15476286.2017.140993129283313PMC5798954

[bib25] KulcheskiFR, ChristoffAP, MargisR (2016) Circular RNAs are miRNA sponges and can be used as a new class of biomarker. J Biotechnol 238: 42–51. 10.1016/j.jbiotec.2016.09.01127671698

[bib26] LasdaE, ParkerR (2014) Circular RNAs: Diversity of form and function. RNA 20: 1829–1842. 10.1261/rna.047126.11425404635PMC4238349

[bib27] LegniniI, Di TimoteoG, RossiF, MorlandoM, BrigantiF, SthandierO, FaticaA, SantiniT, AndronacheA, WadeM, (2017) Circ-ZNF609 is a circular RNA that can Be translated and functions in myogenesis. Mol Cell 66: 22–37 e29. 10.1016/j.molcel.2017.02.01728344082PMC5387670

[bib28] LiaoY, SmythGK, ShiW (2014) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30: 923–930. 10.1093/bioinformatics/btt65624227677

[bib29] LoveMI, HuberW, AndersS (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550 10.1186/s13059-014-0550-825516281PMC4302049

[bib30] LuiJH, HansenDV, KriegsteinAR (2011) Development and evolution of the human neocortex. Cell 146: 18–36. 10.1016/j.cell.2011.06.03021729779PMC3610574

[bib31] MemczakS, JensM, ElefsiniotiA, TortiF, KruegerJ, RybakA, MaierL, MackowiakSD, GregersenLH, MunschauerM, (2013) Circular RNAs are a large class of animal RNAs with regulatory potency. Nature 495: 333–338. 10.1038/nature1192823446348

[bib32] MemczakS, PapavasileiouP, PetersO, RajewskyN (2015) Identification and characterization of circular RNAs as a new class of putative biomarkers in human blood. PLoS One 10: e0141214 10.1371/journal.pone.014121426485708PMC4617279

[bib33] NakamuraY, GojoboriT, IkemuraT (2000) Codon usage tabulated from international DNA sequence databases: Status for the year 2000. Nucleic Acids Res 28: 292 10.1093/nar/28.1.29210592250PMC102460

[bib34] NephS, KuehnMS, ReynoldsAP, HaugenE, ThurmanRE, JohnsonAK, RynesE, MauranoMT, VierstraJ, ThomasS, (2012) BEDOPS: High-performance genomic feature operations. Bioinformatics 28: 1919–1920. 10.1093/bioinformatics/bts27722576172PMC3389768

[bib35] NigroJM, ChoKR, FearonER, KernSE, RuppertJM, OlinerJD, KinzlerKW, VogelsteinB (1991) Scrambled exons. Cell 64: 607–613. 10.1016/0092-8674(91)90244-s1991322

[bib36] NoackF, PataskarA, SchneiderM, BuchholzF, TiwariVK, CalegariF (2019) Assessment and site-specific manipulation of DNA (hydroxy-)methylation during mouse corticogenesis. Life Sci Alliance 2: e201900331 10.26508/lsa.20190033130814272PMC6394126

[bib37] PiweckaM, GlazarP, Hernandez-MirandaLR, MemczakS, WolfSA, Rybak-WolfA, FilipchykA, KlironomosF, Cerda JaraCA, FenskeP, (2017) Loss of a mammalian circular RNA locus causes miRNA deregulation and affects brain function. Science 357: eaam8526 10.1126/science.aam852628798046

[bib38] PuigboP, BravoIG, Garcia-VallveS (2008) CAIcal: A combined set of tools to assess codon usage adaptation. Biol Direct 3: 38 10.1186/1745-6150-3-3818796141PMC2553769

[bib39] QuinlanAR, HallIM (2010) BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841–842. 10.1093/bioinformatics/btq03320110278PMC2832824

[bib40] Rybak-WolfA, StottmeisterC, GlazarP, JensM, PinoN, GiustiS, HananM, BehmM, BartokO, Ashwal-FlussR, (2015) Circular RNAs in the mammalian brain are highly abundant, conserved, and dynamically expressed. Mol Cell 58: 870–885. 10.1016/j.molcel.2015.03.02725921068

[bib41] SalzmanJ, GawadC, WangPL, LacayoN, BrownPO (2012) Circular RNAs are the predominant transcript isoform from hundreds of human genes in diverse cell types. PLoS One 7: e30733 10.1371/journal.pone.003073322319583PMC3270023

[bib42] SayersEW, BarrettT, BensonDA, BoltonE, BryantSH, CaneseK, ChetverninV, ChurchDM, DiCuccioM, FederhenS, (2011) Database resources of the national center for biotechnology information. Nucleic Acids Res 39: D38–D51. 10.1093/nar/gkq117221097890PMC3013733

[bib43] SharpPM, LiWH (1987) The Codon Adaptation Index: A measure of directional synonymous codon usage bias, and its potential applications. Nucleic Acids Res 15: 1281–1295. 10.1093/nar/15.3.12813547335PMC340524

[bib44] SuzukiH, ZuoY, WangJ, ZhangMQ, MalhotraA, MayedaA (2006) Characterization of RNase R-digested cellular RNA source that consists of lariat and circular RNAs from pre-mRNA splicing. Nucleic Acids Res 34: e63 10.1093/nar/gkl15116682442PMC1458517

[bib45] SzaboL, SalzmanJ (2016) Detecting circular RNAs: Bioinformatic and experimental challenges. Nat Rev Genet 17: 679–692. 10.1038/nrg.2016.11427739534PMC5565156

[bib46] TavernaE, GotzM, HuttnerWB (2014) The cell biology of neurogenesis: Toward an understanding of the development and evolution of the neocortex. Annu Rev Cell Dev Biol 30: 465–502. 10.1146/annurev-cellbio-101011-15580125000993

[bib47] UntergasserA, CutcutacheI, KoressaarT, YeJ, FairclothBC, RemmM, RozenSG (2012) Primer3: New capabilities and interfaces. Nucleic Acids Res 40: e115 10.1093/nar/gks59622730293PMC3424584

[bib48] VenoMT, HansenTB, VenoST, ClausenBH, GrebingM, FinsenB, HolmIE, KjemsJ (2015) Spatio-temporal regulation of circular RNA expression during porcine embryonic brain development. Genome Biol 16: 245 10.1186/s13059-015-0801-326541409PMC4635978

[bib49] VicensQ, WesthofE (2014) Biogenesis of circular RNAs. Cell 159: 13–14. 10.1016/j.cell.2014.09.00525259915

[bib50] VincentHA, DeutscherMP (2006) Substrate recognition and catalysis by the exoribonuclease RNase R. J Biol Chem 281: 29769–29775. 10.1074/jbc.m60674420016893880

[bib51] WestholmJO, MiuraP, OlsonS, ShenkerS, JosephB, SanfilippoP, CelnikerSE, GraveleyBR, LaiEC (2014) Genome-wide analysis of drosophila circular RNAs reveals their structural and sequence properties and age-dependent neural accumulation. Cell Rep 9: 1966–1980. 10.1016/j.celrep.2014.10.06225544350PMC4279448

[bib52] WuTD, NacuS (2010) Fast and SNP-tolerant detection of complex variants and splicing in short reads. Bioinformatics 26: 873–881. 10.1093/bioinformatics/btq05720147302PMC2844994

[bib53] YangX, YuanW, TaoJ, LiP, YangC, DengX, ZhangX, TangJ, HanJ, WangJ, (2017) Identification of circular RNA signature in bladder cancer. J Cancer 8: 3456–3463. 10.7150/jca.1934529151929PMC5687159

[bib54] ZaphiropoulosPG (1996) Circular RNAs from transcripts of the rat cytochrome P450 2C24 gene: Correlation with exon skipping. Proc Natl Acad Sci U S A 93: 6536–6541. 10.1073/pnas.93.13.65368692851PMC39059

# Supplementary material for: Sequence and expression levels of circular RNAs in progenitor cell types during mouse corticogenesis
**Source:** Life Sci Alliance. 2019 Mar 29;2(2):e201900354. doi: 10.26508/lsa.201900354
**Supplement:** Supplementary file 2

**Table S1**. **Primer List**. (**A**) List of divergent primers for all the tested circRNAs in **Figure 1C**. (**B**) Primer used for cloning and sequencing in Figure 1B. (**C**) Primers for linear transcript used in RNase R efficacy test, **Figure S1A**. (**D**) List of divergent primers for intron validation, **Figure S1C**.

(**A**)

(**B**)

| CiCo_mm9_circ_ |  | Primer sequence for cloning | Expected size |
| --- | --- | --- | --- |
| 000203 | FWD | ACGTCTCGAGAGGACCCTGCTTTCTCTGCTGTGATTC | 37,144 (701) |
|  | REV | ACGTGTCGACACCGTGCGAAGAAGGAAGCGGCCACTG |  |
| 000720 | FWD | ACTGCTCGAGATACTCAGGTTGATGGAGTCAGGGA | 32,985 (961) |
|  | REV | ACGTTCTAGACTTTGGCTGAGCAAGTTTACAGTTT |  |
| 000721 | FWD | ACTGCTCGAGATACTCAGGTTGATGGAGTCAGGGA | 27,052 (754) |
|  | REV | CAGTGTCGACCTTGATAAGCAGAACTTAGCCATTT |  |
| 003872 | FWD | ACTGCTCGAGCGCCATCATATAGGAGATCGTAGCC | 5,307 (611) |
|  | REV | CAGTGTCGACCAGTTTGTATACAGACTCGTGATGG |  |
| 004202 | FWD | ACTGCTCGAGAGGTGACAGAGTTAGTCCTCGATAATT | 4,131 (603) |
|  | REV | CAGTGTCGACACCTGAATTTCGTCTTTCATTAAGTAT |  |
| 004583 | FWD | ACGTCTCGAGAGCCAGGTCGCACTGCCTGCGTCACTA | 199 |
|  | REV | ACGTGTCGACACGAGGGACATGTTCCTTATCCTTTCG |  |
| 006087 | FWD | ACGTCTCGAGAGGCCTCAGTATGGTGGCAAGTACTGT | 6,529 (673) |
|  | REV | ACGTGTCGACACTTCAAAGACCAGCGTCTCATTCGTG |  |
| 006088 | FWD | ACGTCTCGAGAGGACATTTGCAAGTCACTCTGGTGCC | 17,979 (918) |
|  | REV | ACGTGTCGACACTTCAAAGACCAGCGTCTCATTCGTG |  |
| 006222 | FWD | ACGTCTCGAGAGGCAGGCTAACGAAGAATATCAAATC | 33,824 (490) |
|  | REV | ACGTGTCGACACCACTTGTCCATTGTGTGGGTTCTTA |  |
| 002131 | FWD | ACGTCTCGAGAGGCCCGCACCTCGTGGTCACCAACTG | 2,606 (257) |
|  | REV | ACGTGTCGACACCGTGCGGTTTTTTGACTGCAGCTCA |  |
| 004187 | FWD | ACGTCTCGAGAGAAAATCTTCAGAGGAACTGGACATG | 3,711 (331) |
|  | REV | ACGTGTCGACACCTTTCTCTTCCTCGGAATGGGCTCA |  |
| 005387 | FWD | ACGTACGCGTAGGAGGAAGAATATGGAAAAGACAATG | 17,031 (3,784) |
|  | REV | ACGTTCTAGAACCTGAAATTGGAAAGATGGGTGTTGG |  |
| 005390 | FWD | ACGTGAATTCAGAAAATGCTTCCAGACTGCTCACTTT | 8,903 (296) |
|  | REV | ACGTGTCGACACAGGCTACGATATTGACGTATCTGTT |  |
| 005431 | FWD | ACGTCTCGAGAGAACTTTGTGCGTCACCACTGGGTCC | 87,653 (1,409) |
|  | REV | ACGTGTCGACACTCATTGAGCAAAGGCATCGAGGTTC |  |
| 006631 | FWD | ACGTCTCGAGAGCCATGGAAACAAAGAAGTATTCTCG | 6,546 (375) |
|  | REV | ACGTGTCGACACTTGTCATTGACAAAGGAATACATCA |  |

(**C**)

| Transcript ID |  | Primer sequence | Expected size |
| --- | --- | --- | --- |
| circEzh2 | FWD | TTACACGCTTCCGCCAAC | 131 |
|  | REV | AAGCAGCGGAGGATACAGC |  |
| Ezh2^LIN^ | FWD | GCGGGACTAGGGAGTGTTC | 154 |
|  | REV | TGTAAAACAGTTTCGTCTTCCA |  |
| GAPDH | FWD | AGGTCGGTGTGAACGGATT | 147 |
|  | REV | CGTGAGTGGAGTCATACTGGA |  |
| Transcript ID |  | Primer sequence | Expected size |
| ENSMUST00000045942 Emx1 | FWD | CTCACTCTTTCTTCAGCGCC | 170 |
|  | REV | CGAGAAGGCTGTGCGAATC |  |
| ENSMUST00000056403 H1fx | FWD | CGCACAAGAGCAAGAAGGC | 157 |
|  | REV | GGGCGGATAGGGATAGAGAC |  |
| ENSMUST00000038537 Wtip | FWD | GATGATTCTGCAGGCCCTTG | 164 |
|  | REV | CACAGGAGGCACATTTTGGT |  |
| ENSMUST00000052281 A19Rik | FWD | TATGAGCGTCGGACCTCTTC | 163 |
|  | REV | TCGGGTGCTTGAAGATCACT |  |
| ENSMUST00000154977 Ccdc120 | FWD | TAGGGAGCAGGCGAGGAG | 179 |
|  | REV | GCTGGGCAGACTTACAACAC |  |
| ENSMUST00000012161 Scarf2 | FWD | GGGGATGAGTGTGGGATAGC | 150 |
|  | REV | GTCAGGGCCCCAGAACTG |  |

(**D**)

| CiCo_mm9_circ_ |  | Primer sequence for cloning | Expected size |
| --- | --- | --- | --- |
| 002805 | FWD | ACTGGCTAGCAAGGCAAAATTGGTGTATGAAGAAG | 720 (167) |
|  | REV | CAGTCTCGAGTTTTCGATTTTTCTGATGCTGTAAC |  |
| 004996 | FWD | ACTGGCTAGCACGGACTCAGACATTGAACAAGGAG | 496 (186) |
|  | REV | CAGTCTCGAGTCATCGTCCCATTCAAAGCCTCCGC |  |
| 004228 | FWD | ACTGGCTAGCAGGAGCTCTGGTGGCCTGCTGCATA | 940 (547) |
|  | REV | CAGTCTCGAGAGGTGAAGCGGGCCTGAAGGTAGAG |  |
| 004227 | FWD | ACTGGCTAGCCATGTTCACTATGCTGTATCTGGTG | 883 (490) |
|  | REV | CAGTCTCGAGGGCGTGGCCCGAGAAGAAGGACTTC |  |
| 003247 | FWD | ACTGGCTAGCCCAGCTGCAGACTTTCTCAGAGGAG | 791 (126) |
|  | REV | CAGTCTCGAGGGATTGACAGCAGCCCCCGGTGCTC |  |
| 003141 | FWD | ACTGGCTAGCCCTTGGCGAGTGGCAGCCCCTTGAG | 563 (461) |
|  | REV | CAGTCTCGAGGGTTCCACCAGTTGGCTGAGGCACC |  |

How the deposited data were processed for this re-analysis (not part of the article)

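Proliferative progenitors (PP), differentiative progenitors (DP) and newborn neurons (N) were sorted from the E14.5 mouse cortex by their RFP and GFP reporters, in 3 biological replicates each. The authors treated total RNA with RNase R, prepared strand-specific libraries without mRNA enrichment, aligned the reads with gsnap to mm9 and Ensembl genes, and predicted circRNAs from unmapped reads with find_circ. They set an RPKM threshold for exons and introns, and ran featureCounts on the expressed features with the reads of a circRNA summed. The paper states that introns were left out of later analyses but kept in its list of expressed features. The counted length exceeded the length in the CiCo sheet plus 1 base per exon for 379 of 1996 circRNAs. For CiCo_mm9_circ_005387 of Ptprz1 it was 8313 bases, more than the shorter size that Table S1 expects for its cloning. The counts of such circRNAs therefore cover more bases than the listed length. Whether the added bases are introns was not examined. The deposited values are whole-number counts per circRNA and library that the authors did not normalize, and the deposited table also gives the counted length of each circRNA. The paper's text does not name the versions of gsnap, featureCounts and DESeq2, or how reads that overlap several circRNAs were counted. Each column of the table was matched to a sample by the reporters in the labels. The pairing of replicate numbers across cell types comes only from those labels, and whether libraries with the same number share animals is not stated.

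CPM values were computed here from the counts with effective library sizes from edgeR's TMM method, and RPKM values are CPM per kilobase of counted length. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test after filterByExpr, Benjamini-Hochberg adjustment, adjusted p threshold 0.05) in one model over all 9 libraries without a block. The standard error given with a log2 FC is its size divided by the square root of the F statistic of that test. It restates the test and is not a separate estimate. Patterns from PP to DP to N were classed from DESeq2 1.42.0 log2 FCs without shrinkage, at an FC of at least 1.5 or at most 0.67 and without a p threshold, which are the paper's thresholds. A circRNA counted as transient in the test when it was in a transient class and had an adjusted p under 0.05 in both steps. Other comparisons used exact permutation tests, permutation tests with 100000 resamples and Fisher's exact test, all two-sided, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

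The steps were tested on simulated data. In a first run of counts drawn for 5281 circRNAs, of which 4405 were tested, edgeR recovered 87.8% of the 196 tested ones among 200 changed circRNAs and 1.71% of its calls were false. In a second run with other draws, 4489 were tested, 84.0% of 194 changed ones were recovered and 4.68% of the calls were false. The simulated changes were all in N, and the rises had a median log2 FC of 2.04 in each run. All circRNAs and libraries were drawn with the same dispersion. The shares recovered therefore do not hold for smaller changes, and outlying libraries or unequal spread between cell types were not simulated in these runs. The contrast without simulated changes gave 0 calls in each run, with 4.79% and 4.70% of circRNAs at an unadjusted p under 0.05. Given simulated log2 FCs, pattern classes were assigned correctly for 100.0% of circRNAs. From the simulated counts, however, only 63.4% and 63.2% of circRNAs without a simulated change fell in the class of no change by FC. In 200 simulated tables each, 4.5% of gene lists without enrichment, 2.5% of circBase tables without a difference and 4.5% of permutation tests without a difference had a p under the threshold.

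The precision of a value follows its counts. A floor of 3 counts corresponds to between 0.339 CPM (DP replicate 1) and 1.39 CPM (PP replicate 3), and intervals and floors cover counting error only. The biological coefficient of variation was 0.296 over all libraries, 0.412 within PP, 0.135 within DP and 0.334 within N. Replicates were compared by chi-square over their counts, and the most alike, DP replicates 1 and 2, still had a chi-square of 10.4 per degree of freedom, so that all libraries were kept as separate samples.

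Genes were taken from GENCODE vM1 on the same genome build, which is not the annotation release that the authors used. The mapping of samples, the designs, the criteria for naming circRNAs, the lists of genes of the cell cycle and of synapses, and the alternatives were fixed before the data were examined, apart from the alternatives that leave out the high-count entries, or PP replicate 3 and N replicate 1 together, or that limit the exon number to genic circRNAs. The alternatives were DESeq2 in place of edgeR, RLE or total counts in place of TMM, no filter or at least 10 counts in every library, a replicate block, each library left out in turn, fits of the cell types of a contrast alone, a test against an FC of 1.5, shrunken FCs, a pseudocount of 0.1 in place of 1, RPKM in place of CPM, and medians over libraries. The circRNAs named in the text are those that the paper names and, for each pair of cell types and each direction, the 3 with the largest log2 FC among circRNAs with an adjusted p under the threshold, a mean log2 CPM at or above the median of 2.14, replicates that do not overlap and a named parental gene, with one circRNA per gene. For each transient class they are the 3 with the smallest larger adjusted p of the steps, and of the circRNAs cloned or tested by RT-PCR, the most and least abundant and those not detected. Detection by RT-PCR was read by eye from Fig 1C. Linear transcripts, ORFs, conservation and the prediction of seeds were not analysed here.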

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

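All tests in this part were chosen after the high counts had been seen. A single entry within Cdk8 on chromosome 5 held a median of 66.9% of the counts of a library, and 26 entries on chromosome 17 held a median of 28.7%. They stand out as signal on which the paper does not report. The length of the counted interval was weighed first. Of these 27 entries, 27 had counts per base above the 99th percentile of the other circRNAs (0.339), the lowest of them with 0.376 counts per base. The 19 entries on the plus strand had at least 114. No other circRNA had more than 3.74, which goes against length as the reason for the counts of the plus strand entries.

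Ribosomal RNA was weighed next. A first set of 6 conserved primer sequences of ribosomal RNA was searched on the strand of each entry, and 0 of the 27 entries contained any of them. This search could not decide the question, since 3 of the sequences have no site on the chromosomes that carry circRNAs. The sites of the first set on chromosome 17, at 39983915 to 39983933 and at 39984997 to 39985012, are small subunit sequences within the span of the cluster, between entries that end before the former (24) and start after the latter (2). After this result the criterion was widened to 5000 bases around an entry, and 2 sequences of the large subunit were added that had been picked from the sequence of the chromosome 5 entry itself, for 8 in all. Under the wider criterion 19 entries lie near a site and 0 of the other 5254 circRNAs do. The added sequences could hardly have missed the entry from which they were picked, and the other 18 entries, all on the plus strand of chromosome 17, form a single locus. These 18 are near a site of the first set, and 0 of the other circRNAs are. The only large subunit sequence of the first set with a site, with 15 sites, has 0 circRNAs within 5000 bases. Ribosomal RNA is therefore a candidate source of the counts of the 18 entries on chromosome 17. For the chromosome 5 entry it is a candidate only by the 2 sequences picked from that entry. Short sequences and a distance chosen afterwards do not settle either case.

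The ratio of the counts on chromosome 17 to those of the chromosome 5 entry was 0.577 ± 0.165 (SD, n = 3) in PP, 0.431 ± 0.0927 in DP and 0.244 ± 0.103 in N. Between N and PP the exact permutation test (two-sided) gave p = 0.1, the smallest that 3 libraries against 3 allow. No biological explanation was tested.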

How the results depend on the processing

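The alternatives without both PP replicate 3 and N replicate 1, without the high-count entries, and with genic circRNAs only for the exon number were chosen after the results had been seen. Of 278 values over 24 results under the other alternatives, 213 stayed within 1.5 times of the reported count, or kept their direction and side of the threshold. Across all alternatives, 62 values moved, 6 were no longer past the threshold and 4 reversed, and the cause was not tested.

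With at least 10 counts in every library, which leaves 1262 circRNAs, 695 had no change, 113 were up and 168 down from PP to DP, 247 up and 174 down from DP to N, and 15 transiently up and 36 transiently down. The edgeR calls were then 12 between DP and PP, 134 between N and DP, 282 between N and PP and 217 between any cell types, with 1 transient circRNA, of Schip1. The share under 1 kb was 60.2%, that from 250 to 500 bases 20.05% and the median exon number 4. Requiring an adjusted p with the FC left 4409 circRNAs without change, 65 up and 17 down from PP to DP, 398 up and 432 down from DP to N, and 4 transiently up and 2 down.

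Scaling by total counts gave 678 circRNAs up and 2069 down from DP to N, 180 transiently up and 94 down by FC. The edgeR calls were 22, 407, 649 and 537 for DP against PP, N against DP, N against PP and any cell types, with 2 transient, both of Kif26b. Of the 1100 circRNAs called between any cell types, 530 were also called with this scaling. A test against an FC of 1.5 gave 44 calls between DP and PP and 551 between N and DP, and a fit of N and PP alone gave 735. In DP against the mean of PP and N, 34 circRNAs were transient. With the replicate block, 48 circRNAs differed between DP and PP, of which 48 were among the 82 called without it, and 2 were transient, again both of Kif26b. The mean correlation of the deviations of same-numbered libraries was -0.0329, so that this pairing shows no shared deviation.

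Across the 9 fits that each left out one library, calls ranged from 37 to 183 between DP and PP, from 554 to 1239 between N and DP, from 984 to 1638 between N and PP and from 775 to 1534 between any cell types. Transient circRNAs ranged from 2 to 16 with the test, and by FC from 84 to 152 up and from 143 to 299 down. No change was found for 1843 to 2143, 638 to 960 were up and 852 to 1220 down from PP to DP, and 1183 to 1365 up and 1248 to 1419 down from DP to N. Without both PP replicate 3 and N replicate 1, there were 659 calls between DP and PP, 1600 between N and DP, 1988 between N and PP and 2040 between any cell types, 63 transient circRNAs in the test and 140 transiently up by FC. These libraries were chosen for their values, so the numbers show only how much they weigh. Of the 82 circRNAs called between DP and PP, 82 were also called without them.

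The difference in expression between circRNAs detected and not detected by RT-PCR reversed with a pseudocount of 0.1 (-0.0124), with RPKM (-0.0404) and with detection classed without RNase R (-0.1187). The exact permutation tests (two-sided) of these differences gave p = 0.964, 0.890 and 0.814. Ranked by CPM, 7 of these circRNAs were in the bottom 30%. The difference by circBase entry was 1.43 percentage points with a 100% overlap only, 14.3 with at least 10 counts in every library, and from 5.19 to 8.13 with each library left out. Without the high-count entries, the difference in log2(CPM + 1) of other against genic circRNAs was -0.5778, the reverse of the reported 3.26. For parental genes, at least 10 counts in every library gave odds ratios of 0 (cell cycle, higher in N), 3.89 (cell cycle, lower) and 0.961 (synapse, lower), none past the threshold. The synapse list among circRNAs lower in N had an odds ratio of 0.399 with calls in either step, not past the threshold, and from 0.267 to 0.472 with each library left out, the highest, without DP replicate 2, not past the threshold. That of the cell cycle list for rises was 0 in each of those fits. Depth limits which circRNAs were tested at all, 4406 of 5281. The biological coefficient of variation was 0.0925 within PP without replicate 3, against 0.412 with it, and 0.1435 within N without replicate 1, against 0.334 with it.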

Differences from the paper's values

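The alternatives named in this part were set before their values were seen, apart from the length in the CiCo sheet. For 10 measures that the paper also gives, 0 values differed from the paper's by more than 1.5 times. The deposited table holds 5281 circRNAs where the paper's number is 5,073. The former includes 13 entries that share coordinates and all counts with another entry. By FC, 39.7% of circRNAs had no change against the paper's 42%, 81 were transiently up against the paper's 65, and 227 transiently down against the paper's 183. From PP to DP, 673 were up and 1053 down, against about 560 and about 970 in Fig 2C, read by eye. With DESeq2's shrunken FCs, no change was 43.1%, 70 circRNAs were transiently up and 182 down, and 595 were up and 949 down from PP to DP. With edgeR's TMM log2 FCs, no change was 41.2%, 92 circRNAs were transiently up and 174 down, and 717 were up and 931 down from PP to DP. With a fit of the cell types of each contrast alone, no change was 40.0%, 96 circRNAs were transiently up and 201 down, and 700 were up and 1000 down from PP to DP. With the replicate block, no change was 40.3%, 110 circRNAs were transiently up and 210 down, and 711 were up and 950 down from PP to DP. Of the 17 alternatives set before the data were examined, 8 gave a number of transiently up circRNAs more than 1.5 times from the paper's, and 6 such a number of transiently down ones.

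The bottom 30% in expression held 13 of the circRNAs tested by RT-PCR by RPKM, 7 by CPM and 11 by the cell type of highest expression, against the paper's 9. The bottom 10% held 4, 3 and 4, against the paper's 4. Genic circRNAs made up 96.6% against the paper's 97%. By counted length 83.6% were under 1 kb, against the paper's 90%. By the length in the CiCo sheet it was 89.8%, for the 1996 circRNAs used here, which leave out whole chromosomes.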

Other observations

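The tests of a mixture of cell types, of groupings, of simulated replicate spread and of scaling were chosen after the results had been seen. PP replicate 3 and N replicate 1 lie apart from the other replicates of their cell types. When the counts of another replicate were thinned to their depth, the lowest Spearman's rho across circRNAs was 0.869, above every value observed for them, which goes against lower depth. Their deviations had no relation with counted length (rho of -0.0471 for PP replicate 3 and -0.0054 for N replicate 1). With the GC content of the exons, rho was 0.537 for N replicate 1 and 0.144 for PP replicate 3, where a relation had been set at 0.3 and none at under 0.1. The difference of N replicates 2 and 3 had a rho of -0.284 with GC content, so that this measure varies between the other N libraries too. Cells of another type in the sample would move PP replicate 3 along the change from PP to N. Against a change computed without PP replicate 3, rho was 0.236 and 0.202 for its difference from PP replicates 1 and 2. That change includes N replicate 1, whose deviation was related to that of PP replicate 3, so the sign may come from this. A mixture is left open. For N replicate 1, where a mixture would give a negative sign, rho was 0.158 and 0.0227 for its difference from N replicates 2 and 3, against a mixture. The deviations of the 2 libraries were related with a rho of 0.317. GC bias is a candidate explanation for N replicate 1, and for PP replicate 3 the deviation cannot be told apart from GC bias or a mixture. No biological explanation was tested for these libraries.

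Libraries were regrouped so that each group held one library of each replicate number. The real cell types gave the most circRNAs that differ between any groups, 1100, in 1 of 36 groupings. The next were 802, 782 and 701 calls, from the 3 other groupings that keep the N libraries together, and groupings that split N gave at most 6. For each pair of cell types, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many calls, which is too few splits to judge. The other splits of the 10, most of which part only 1 such pair, gave no call, with at most 271 circRNAs at an unadjusted p under 0.05 for DP and PP, 140 for N and DP and 271 for N and PP. In fits of these 6 libraries alone, the real splits had 515, 1405 and 1140.

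For the transient patterns, 100 groupings were drawn in which any of the groups can take the middle place. They include the real cell types in another order 2 times. As many circRNAs with an adjusted p under 0.05 in both steps as the real 6 were found in 8 of them, and in 6 of 98 without those orders. Of the latter, one is the real grouping, 3 are among the 8 others that keep the N libraries together, and 2 split them. By FC from ratios of group means, 90 groupings had as many transiently up as the real 99 and 77 as many transiently down as the real 251, and 18 left as few without change as the real 2023. Without the other orders these were 88, 75 and 16. Counts simulated with a steady change from PP to N and the spread of the replicates gave a mean of 66.2 circRNAs transiently up and 128 down over 20 tables, and each of the tables had fewer than the data. Counts simulated without any change gave 141 up and 241 down. Neither simulation matches the table as a whole, since 1802 circRNAs changed from PP to DP against a mean of 1223 without change and 2364 with a steady change. The other groupings mix cell types or place another cell type in the middle, so that they do not measure replicate spread alone, and whether such spread gives transient classes of these sizes by FC is left open.

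The share of circRNAs higher in N among those called between N and PP moved by 16.5 percentage points over 4 scalings. It was 48.8% with TMM, 49.0% with RLE, 43.8% with total counts without the high-count entries and 32.5% with total counts. The balance of rises and falls may therefore reflect the scaling. Most of the range comes from total counts, which the high-count entries dominate. The log2 FC between N and PP had no relation with counted length (rho 0.01), and with GC content rho was 0.155, which leaves a GC bias open. Without PP replicate 3 and N replicate 1, rho with GC content was 0.0687.

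circRNAs of the same gene changed alike from PP to N, and less so from PP to DP. Over 613 genes with circRNAs that do not overlap, with one pair per gene, Spearman's rho of the changes from PP to N was 0.835 (permutation test, two-sided, p = 1e-05, the smallest they can give), where pairings across genes reached at most 0.177 in size. For the changes from DP to N rho was 0.847, and for those from PP to DP 0.517. From PP to N, of 423 such pairs of 148 genes with both circRNAs past the threshold, none changed in opposite directions, and at an unadjusted p under 0.05 1 of 591 did. In nested pairs the longer circRNA had at least the count of the shorter in 99.7% of pairs and libraries, and 48.0% of circRNAs overlap another on their strand. The circRNAs of a pair that does not overlap share no read with each other. Both can still lie within a longer circRNA whose reads are counted for each, and such pairs were not set apart. Reads counted for several circRNAs are therefore not excluded as a source of the relation. Shared expression of the parental gene may also explain it. Reads of linear transcripts left after RNase R treatment would give the same pattern, since the counts are not limited to backsplice junctions, and were not told apart from it.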
